# The Heterogeneity of Ly6C^hi^ Monocytes Controls Their Differentiation into iNOS^+^ Macrophages or Monocyte-Derived Dendritic Cells

**DOI:** 10.1016/j.immuni.2016.12.001

**Published:** 2016-12-20

**Authors:** Shinelle Menezes, Daisy Melandri, Giorgio Anselmi, Thibaut Perchet, Jakob Loschko, Juan Dubrot, Rajen Patel, Emmanuel L. Gautier, Stéphanie Hugues, M. Paula Longhi, Jake Y. Henry, Sergio A. Quezada, Grégoire Lauvau, Ana-Maria Lennon-Duménil, Enrique Gutiérrez-Martínez, Alain Bessis, Elisa Gomez-Perdiguero, Christian E. Jacome-Galarza, Hannah Garner, Frederic Geissmann, Rachel Golub, Michel C. Nussenzweig, Pierre Guermonprez

**Keywords:** monocytes, monocyte-derived dendritic cells, GM-CSF, macrophages, PU.1 transcription factor

## Abstract

Inflammation triggers the differentiation of Ly6C^hi^ monocytes into microbicidal macrophages or monocyte-derived dendritic cells (moDCs). Yet, it is unclear whether environmental inflammatory cues control the polarization of monocytes toward each of these fates or whether specialized monocyte progenitor subsets exist before inflammation. Here, we have shown that naive monocytes are phenotypically heterogeneous and contain an NR4A1- and Flt3L-independent, CCR2-dependent, Flt3^+^CD11c^−^MHCII^+^PU.1^hi^ subset. This subset acted as a precursor for FcγRIII^+^PD-L2^+^CD209a^+^, GM-CSF-dependent moDCs but was distal from the DC lineage, as shown by fate-mapping experiments using *Zbtb46*. By contrast, Flt3^−^CD11c^−^MHCII^−^PU.1^lo^ monocytes differentiated into FcγRIII^+^PD-L2^−^CD209a^−^iNOS^+^ macrophages upon microbial stimulation. Importantly, *Sfpi1* haploinsufficiency genetically distinguished the precursor activities of monocytes toward moDCs or microbicidal macrophages. Indeed, *Sfpi1*^+/−^ mice had reduced Flt3^+^CD11c^−^MHCII^+^ monocytes and GM-CSF-dependent FcγRIII^+^PD-L2^+^CD209a^+^ moDCs but generated iNOS^+^ macrophages more efficiently. Therefore, intercellular disparities of PU.1 expression within naive monocytes segregate progenitor activity for inflammatory iNOS^+^ macrophages or moDCs.

## Highlights

• Murine Ly6C^hi^CD115^+^ monocytes are heterogeneous
• DC-related genes (*Cd209a* and *MHCII*) are expressed in a subset of FcγRIII^+^ monocytes
• GM-CSF-dependent CD209a^+^ moDCs are generated by FcγRIII^+^CD209a^+^MHCII^+^ monocytes
• iNOS^+^ macrophages are generated by FcγRIII^+^CD209a^−^MHCII^−^ monocytes

## Introduction

Haematopoietic stem cells continually give rise to mononuclear phagocytes, including monocytes and conventional dendritic cells (DCs) (Steinman and Cohn, 1973). Both monocytes and DCs arise from common early bone marrow (BM) myeloid progenitors called MDPs (Fogg et al., 2006, Lee et al., 2015). MDPs further differentiate into (1) monocyte-committed progenitors (cMoPs) (Hettinger et al., 2013), giving rise to Ly6C^+^ monocytes unable to differentiate into DCs, and (2) common DC progenitors (CDPs) (Lee et al., 2015, Naik et al., 2007, Onai et al., 2007), which do not give rise to monocytes but generate circulating precursors for DCs (pre-DCs) (Breton et al., 2015, Liu et al., 2009). More recently, MDPs have been shown to generate granulocytes as well (Sathe et al., 2014).

Initially defined by their ability to drive the priming of naive T cells after activation (Nussenzweig et al., 1980), DCs are now regarded as a specific hematopoietic lineage defined by their dependency on growth factor Flt3L (McKenna et al., 2000), which engages the Flt3 receptor tyrosine kinase (CD135) (Waskow et al., 2008), and the expression of the transcription factor (TF) ZBTB46 (Meredith et al., 2012, Satpathy et al., 2012). Fate-mapping (Schraml et al., 2013) and barcoding (Naik et al., 2013) studies have firmly established that DCs are distinct from other lineages.

Monocytes are BM-derived mononuclear phagocytes that circulate in the blood stream. In mice, circulating monocytes are classically defined by expression of CD115 (CSF1R), a receptor for the macrophage growth factor CSF1 (M-CSF). Two categories of monocytes have been identified on the basis of the expression of Ly6C and CX3CR1 according to GFP intensity in *Cx3cr1*^GFP*/+*^ mice: Ly6C^+^CX3CR1^int^ and Ly6C^−^CX3CR1^hi^ monocytes (Geissmann et al., 2003). Various studies support the notion that Ly6C^+^ monocytes can convert to blood Ly6C^−^ monocytes (Hettinger et al., 2013, Sunderkötter et al., 2004, Varol et al., 2007, Yona et al., 2013). However, selective impairment of Ly6C^+^ monocytes in *Irf8*^−/−^ mutant mice suggests an independent developmental pathway for Ly6C^−^ monocytes (Kurotaki et al., 2013). The egress of BM Ly6C^+^ monocytes at steady state requires the engagement of the chemokine receptor CCR2 (Serbina and Pamer, 2006). By contrast, most Ly6C^−^ monocytes gain access to the bloodstream independently of CCR2 and rely on the TF NR4A1 (Hanna et al., 2012). They exhibit a “patrolling” behavior (Auffray et al., 2007) and scavenge damaged endothelia during inflammation (Carlin et al., 2013). A subset of Ly6C^−^ monocytes expressing extracellular major histocompatibility complex II (MHCII) has also been described (Jakubzick et al., 2013).

Inflammatory monocytes have multiple fates. Pamer and colleagues have elegantly shown that the sensing of *Listeria monocytogenes* (*L.m.*) infection activates the release of CCR2 ligands to mediate the recruitment of Ly6C^+^ monocytes, which differentiate into TNF-α^+^iNOS^+^ microbicidal phagocytes (Serbina et al., 2003). iNOS^+^Ly6C^+^ phagocytes are distinct from the DC lineage (Meredith et al., 2012, Satpathy et al., 2012) and are essential for the control of *Listeria* infection, as demonstrated by infection of *Nos2*^−/−^ (MacMicking et al., 1995), *Ccr2*^−/−^ (Serbina et al., 2003), and monocyte-depleted (Schreiber et al., 2013) mice.

In addition to differentiating into iNOS^+^ phagocytes, Ly6C^+^ monocytes can differentiate into CCR2-dependent monocyte-derived DCs (moDCs) (Bain et al., 2013, Zigmond et al., 2012). Accordingly, moDCs can be generated upon adoptive transfer of Ly6C^+^ monocytes that progressively lose Ly6C and acquire MHCII when differentiating in inflamed tissues (Bain et al., 2013, Zigmond et al., 2012). FcγRI (CD64), FcεRI, and CD206 have emerged as markers of inflammatory phagocytes distinct from the DC lineage (Cheong et al., 2010, Langlet et al., 2012, Plantinga et al., 2013).

The processes regulating the polarization of Ly6C^+^ monocytes toward iNOS^+^ macrophages or moDCs remain unclear. Local inflammatory cues might control the nature of monocyte progeny. Alternatively, monocyte subpopulations might be endowed with a selective potential to generate iNOS^+^ phagocytes or moDCs. Here, we report the description and functional characterization of monocyte subsets endowed with the selective ability to generate iNOS^+^ phagocytes or moDCs. We show that the amount of PU.1 arbitrates the commitment of monocytes toward either cell fate.

## Results

### Ly6C^+^ Monocytes Are Heterogeneous

As an initial approach to addressing the heterogeneity of BM mononuclear phagocyte precursors, we analyzed the expression of CD135 (Flt3) and CD115 (CSF1R) in Lin^−^ BM cells (Figure 1A; isotype controls in Figure S1A). MHCII^+^ cells were not considered because they correspond to F4/80^hi^ BM macrophages (Figure S1B). We noticed that MHCII^−^CD172a (SIRPα)^+^CD115^+^Ly6C^+^ cells contained three sub-populations: a major CD11c^−^Flt3^−^ (R1) and two minor CD11c^−^Flt3^+^ (R2) and CD11c^+^Flt3^+^ (R3) populations (Figures 1A and S1C). R3 corresponded phenotypically to a subset of pre-DCs (CD11c^+^Flt3^+^SIRPα^int^; Liu et al., 2009; Figure 1A) and was distinct from cKit^+^CD115^+^Flt3^+^ CDPs (Naik et al., 2007, Onai et al., 2007; Figure S1D). Within pre-DCs, R3 coexisted with CD115^−^ pre-DCs (P) and aligned with both the Ly6C^+^SiglecH^−^ and Ly6C^+^SiglecH^+^ pre-DC subsets (Figure 1A; Schlitzer et al., 2015). R1 and R2 monocytes expressed heterogeneous amounts of CD11b and CX3CR1 (Figure S1E), had horse-shoe-shaped nuclei (Figure S1F), and were distinct from *Nr4a1*-dependent Ly6C^lo^ monocytes (Figure S1G).

Blood Lin^−^CD115^+^Ly6C^+^ cells, like their Ly6C^+^ BM counterparts, also contained sub-populations R1–R3 (Figures 1B and 1C). R1 expressed higher amounts of CCR2 than R2 and R3 (Figure S1E), and *Ccr2* inactivation drastically restricted the size of circulating R1 and R2 monocytes, but not pre-DCs (Figure S1H). Mixed BM chimeras of wild-type (WT) and *Ccr2*^−/−^ cells showed that CCR2 controls the egress of R1 and R2 monocytes by a cell-intrinsic effect (Figures 1B and S1I).

Unlike pre-DCs and DCs (McKenna et al., 2000), BM and blood R1 and R2 cells were largely independent of growth factor Flt3L (Figure 1C). The DC-specific TF-encoding gene *Zbtb46* (BTBD4) was highly expressed only in R3 and P pre-DCs (Figure 1D). Accordingly, reporter expression in *Zbtb46*^GFP/+^ mice and fate mapping in the *Zbtb46^Cre^ x Rosa^lslYFP^* model (Loschko et al., 2016; Figures 1E and S1J) showed that splenic R3 and P pre-DCs, but not R1 or R2 monocytes, belonged to the DC lineage.

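The transcriptomes behind Figures 1F–1H are of R1 (Flt3−CD11c−), R2 (Flt3+CD11c−), and R3 (Flt3+CD11c+) cells sorted from mouse BM. From each sample, 1 ng RNA was amplified by single-primer isothermal amplification and hybridized to an Affymetrix whole-transcript gene array. There were 9 arrays, 3 of each population. The labels give 3 dates, with 1 array of each population on each date, and the arrays of a date share a replicate number from 1 to 3. The labels give the mice an age of 8 weeks, and the paper gives 6 to 12 weeks. The first date lies weeks before the other 2, so its mice were others if the dates are those of harvest. What the dates mark, and whether the arrays of the 2 later dates came from separate mice, is not given in the sources used here, so the p-values measure the spread between these arrays, which may be in part technical. The deposited values are intensities per probe set on a linear scale, 34760 per array, and how they were summarized and normalized is not given in the sources used here. The scale was taken from Table S1. In its 4 sheets that were held in full, the fold changes differed from differences of mean log2 intensity by a median of 1.1e-06 (log2) with all 3 arrays per population. Intensities were put on the log2 scale, and the probe set of highest mean stood for each of 19937 genes.
The 3 populations were compared in 1 limma fit over the 9 arrays, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Between R3 and R2, 967 genes were called higher in R3 and 936 lower, and 591 of these 1903 differed at least 2-fold. Between R3 and R1, 1294 were higher in R3 and 1399 lower, with 747 of the 2693 at least 2-fold apart. The balance of the 2 directions varied: with each array centered on its median it was 966 and 684 for R3 against R2 and 986 and 1320 for R3 against R1, and the latter was 677 and 1042 without the arrays of replicate 1 and turned to 1268 and 1150 without R1 replicate 3. In R2, 42 genes were higher than in R1 and 36 lower, a balance that turned to 7 and 13 with each array centered on its median and to 575 and 913 with the methods' test unadjusted, and was 94 and 30 without R1 replicate 3. Of these 78, 4 differed at least 2-fold: *Clec9a* and *Rad51b*, a DNA repair gene, were higher in R2, and *Tcp11l2* and the interferon-stimulated gene *Ifit1* were lower. With the label date as a block, 23 genes were called between R2 and R1, 15 higher and 8 lower. No gene was called between R2 and R1 without any 1 of the R2 arrays, or without the 3 arrays of any 1 date, and the count was 1 without R1 replicate 2, 10 without R3 replicate 1, 36 without R1 replicate 1, 49 without R3 replicate 3, and 124 without R1 replicate 3. Without the arrays of replicate 1, 2, or 3, 1060, 757, and 1016 genes were called between R3 and R2, and 1719, 1117, and 1674 between R3 and R1. The methods' unpaired test on the same values gave 893, 658, and 1 gene for R3 against R2, R3 against R1, and R2 against R1 after Benjamini-Hochberg adjustment. The number of arrays limits the precision. Gene lists for cell types and pathways were written from general knowledge, after Table S1 and the figures had been read.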

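*Clec9a*, which encodes the C-type lectin receptor DNGR-1 of DCs and their precursors, stood highest in R3. Its log2 intensity (probe set 10542181) was 11.19 ± 0.21 (SD, n = 3 arrays) in R3, 7.96 ± 0.16 in R2, and 6.09 ± 0.27 in R1. This is a log2 fold change of 3.23 for R3 over R2 (standard error 0.15, adjusted p = 2.8e-06 from limma) and of 5.10 for R3 over R1 (standard error 0.15, adjusted p = 3.04e-07). *Slamf7*, a receptor of the SLAM family (probe set 10360173), was at 10.36 ± 0.05 in R3, 7.23 ± 0.34 in R2, and 6.80 ± 0.99 in R1. It was 3.13 higher on the log2 scale in R3 than in R2 (standard error 0.41, adjusted p = 0.00102) and 3.57 higher than in R1 (adjusted p = 0.000367). The first call was lost without the arrays of replicate 1 (adjusted p = 0.0562), and the second with the methods' test after adjustment (0.0705).
Of the genes called and at least 2-fold apart, 268 were higher in R3 than in R2 and 304 were higher in R3 than in R1, and 234 were in both sets, 87.3% of the first and 77.0% of the second. Independent sets of these sizes would share 4.09 genes. In 50 simulations none of the 3 populations differed from another, and the same simulated R3 arrays served both comparisons. The overlap there was 0, since hardly any gene passes, so this 0 follows from the design and does not gauge the measured overlap. At the paper's threshold it was 0.38 on average and at most 2 (233 observed). Sets of the same sizes taken by rank of p shared 65.5 on average and at most 77. The 3 R3 arrays could not be divided between the comparisons, so part of the excess may come from the shared arrays. The overlap was 126 genes with the methods' test after adjustment.
Of the 268 genes, 1 was also called and 2-fold higher in R2 than in R1 (4 genes at the paper's threshold, against 0.135 for independent sets), again *Clec9a*, at a log2 fold change of 1.87 (standard error 0.15, adjusted p = 0.0132), a call that was lost in the fit to the 6 arrays of R1 and R2 alone (adjusted p = 0.0573), without any 1 of the R2 arrays (0.0636 to 0.0821), and without any 1 date (0.146 to 0.248). Without the fold minimum, 10 of the 42 genes higher in R2 than in R1 were also among the 967 higher in R3 than in R2, against 2.04 for independent sets and 0.38 on average (0 to 2) for sets of these sizes taken by rank of p in 50 simulations of unchanged populations, where the R2 arrays enter the 2 comparisons with opposite signs, and 39 of the 42 were among the 1294 higher in R3 than in R1, against 2.73. The last 2 sets share the R1 arrays, and with unchanged populations sets of these sizes taken by rank of p shared 27.5 on average (20 to 33 in 50 simulations), so most of this overlap may come from the shared arrays. *Kmo*, an enzyme of tryptophan breakdown, was called in all 3 comparisons, with 11.05 ± 0.10 in R3, 8.10 ± 0.10 in R2, and 7.39 ± 0.08 in R1. Its adjusted p for R2 over R1 was 0.0231, 0.0594 with the label date as a block, 0.056 to 0.115 without R1 replicate 2, R3 replicate 1, or any 1 of the R2 arrays, and 0.189 to 0.472 without any 1 date. For 30 DC and plasmacytoid DC genes, R2 stood a median of 3.4% of the way from R1 to R3 on the linear scale. The paper's single-cell clusters enriched in R3 were also present in R2. Whether a small share of R3-like cells gives the R2 level of *Clec9a* or *Kmo* was not tested and stays open. *Flt3*, the receptor used to sort R2 and R3 (probe set 10535780), was at 11.04 ± 0.05 in R3, 7.91 ± 0.18 in R2, and 7.23 ± 0.52 in R1. The difference between R2 and R1, 0.68 on the log2 scale, did not pass the test (standard error 0.22, adjusted p = 0.281). *Ctsg*, the granule protease cathepsin G (probe set 10420261), was at 6.93 ± 0.46 in R3, 11.38 ± 0.18 in R2, and 10.63 ± 0.38 in R1. It was lower in R3 than in R2 by a log2 fold change of -4.45 (standard error 0.25, adjusted p = 6.45e-06), and its difference of 0.75 between R2 and R1 was not called (standard error 0.25, adjusted p = 0.288), although the methods' test gave it an unadjusted p of 0.0366.

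**Figure D1:**
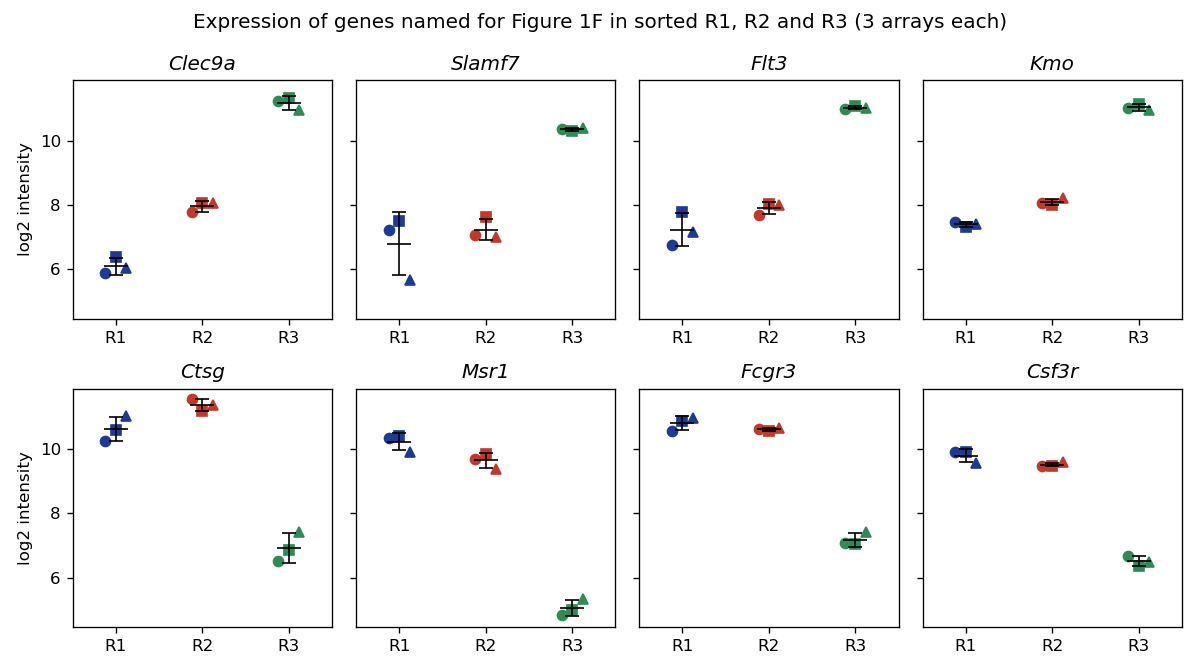
Log2 intensity of *Clec9a*, *Slamf7*, *Flt3*, *Kmo*, *Ctsg*, *Msr1*, *Fcgr3*, and *Csf3r* in R1, R2, and R3. Each point is an array, its shape marks the label date (circle, replicate 1; square, replicate 2; triangle, replicate 3), and the black bars are the mean ± SD of 3 arrays. *Clec9a* steps from a mean of 6.09 in R1 through 7.96 in R2 to 11.19 in R3, and *Ctsg* lies at 6.93 in R3 against 11.38 in R2. These means do not show whether all R2 cells or a part of them carry the R2 level.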

Genes with higher expression in R3 pre-DCs than in R2 monocytes largely overlapped the genes with higher expression in R3 pre-DCs than in R1 monocytes (e.g., *Clec9a* and *Slamf7*; Figure 1F, red dots; Table S1) and, to a lesser extent, overlapped genes with higher expression in R2 monocytes than in R1 monocytes (*Ctsg* and *Flt3*; Figure 1F, red dots in lower left plot). 

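Most measured genes of a list of the DC lineage were higher in R3 than in either monocyte population. Of 29 such genes, 16 were called higher in R3 than in R2 and none lower (17 higher and 1 lower when adjusted over the list alone), and 17 were higher and 1 lower in R3 than in R1 (18 and 1 when adjusted over the list alone). *Spib*, a transcription factor of the Ets family, had the largest difference from R2 of all genes that changed in the same direction on the 3 dates, with a log2 fold change of 5.22 (standard error 0.14, adjusted p = 5.1e-07 from limma). *Itgax*, which encodes the CD11c used to sort R3, was 4.94 higher than in R2 and 5.57 higher than in R1 on the log2 scale. *P2ry10*, a G protein-coupled receptor, was 3.42 higher than in R2, and the transcription factor *Bcl11a* was 2.12 higher. As a group the 29 genes were higher in R3 than other genes, at an adjusted p of 3.85e-19 against R2 and 7.48e-17 against R1 from camera with a preset correlation of 0.01. With an estimated correlation the adjusted p was 0.0159 and 0.0175. The list holds *Flt3* and *Itgax*, which encode proteins used in the sort. It also holds *Clec9a* and *Slamf7*, which the paper names from these arrays. The group test is therefore not independent of the sort or of the paper's result.
Genes of plasmacytoid DCs were also higher in R3. Of 18 measured, 13 were higher than in R2 (14 when adjusted over the list alone) and 14 higher than in R1 (16 when adjusted over the list alone), and none was lower in either comparison, at 0 lower when adjusted over the list alone and 0 lower at an unadjusted p under 0.05. They include *Siglech*, a sialic acid-binding lectin, with 9.80 ± 0.41 (SD, n = 3 arrays) in R3, 5.82 ± 0.24 in R2, and 5.57 ± 0.20 in R1, *Cd7*, at 12.28 ± 0.07, 8.01 ± 0.60, and 6.21 ± 0.74, and *Tcf4*, a transcription factor of plasmacytoid DCs, at 10.89 ± 0.23, 8.60 ± 0.04, and 8.74 ± 0.12. The group's adjusted p with an estimated correlation was 0.0234 against R2 and 0.025 against R1. *Spib* is in both lists.
Of 13 genes of type 1 conventional DCs, 3 were higher in R3 than in R2 (3 when adjusted over the list alone), *Clec9a*, *Irf8*, and *Ifi205*, and 2 were higher than in R1 (2 when adjusted over the list alone), *Clec9a* and *Irf8*. Without the arrays of replicate 2, the calls of *Irf8* (0.0702) and *Ifi205* (0.0875) against R2 were lost, and *Ifi205* was called against R1 without R1 replicate 1 (0.00814) and with array weights (0.0153). The adjusted p of this list was 0.0306 and 0.0428 with an estimated correlation. Between R2 and R1, 2 of the 29 DC genes were called, both higher in R2 (2 when adjusted over the list alone), *Clec9a* and *Kmo*, and the group had an adjusted p of 0.00575 from camera, 0.167 with an estimated correlation, 0.0796 without R2 replicate 2, and 0.103 without R1 replicate 3.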

R3 pre-DCs expressed genes belonging to the DC signature (Miller et al., 2012) (e.g., *Clec9a* and *Slamf7*; Figures 1F and S1K) and clustered with total pre-DCs and CDPs (Figures 1G and 1H).

Genes with higher expression in R2 monocytes than in R3 pre-DCs (Figure 1F, blue dots in the main panel) largely overlapped the genes with higher expression in R1 monocytes than in R3 pre-DCs (e.g., *Msr1* and *Fcgr3*; Figure 1F, lower right plot; Table S1). However, most of these genes were not differentially expressed between R2 and R1 monocytes (Figure 1F, blue dots in lower left panel). Furthermore, R1 and R2 expressed a macrophage signature (e.g., *Fcgr3* and *Csf3r*; Figure S1K; Gautier et al., 2012) while clustering close to each other (Figures 1G and 1H) apart from the DC-committed precursors.

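*Msr1*, the macrophage scavenger receptor (probe set 10578264), had the largest drop into R3 from both monocyte populations among genes that moved in the same direction on all 3 dates. Its log2 intensity was 9.66 ± 0.23 (SD, n = 3 arrays) in R2 and 10.24 ± 0.27 in R1 against 5.05 ± 0.26 in R3. The log2 fold change of R3 was -4.61 against R2 (standard error 0.18, adjusted p = 1.5e-06 from limma) and -5.19 against R1 (standard error 0.18, adjusted p = 4.9e-07). *Fcgr3*, the low-affinity IgG receptor FcγRIII (probe set 10360040), was at 10.63 ± 0.05 in R2, 10.81 ± 0.22 in R1, and 7.18 ± 0.21 in R3. *Mmp8*, a secreted collagenase, *Mgst1*, a glutathione transferase, *Gda*, guanine deaminase, *Aoah*, an enzyme that deacylates lipopolysaccharide, and the acute-phase gene *Hp* were also among the 10 largest drops against each population, with log2 fold changes from -3.89 to -4.41 against R2.
Of the genes called and at least 2-fold apart, 323 were higher in R2 than in R3 and 443 were higher in R1 than in R3. The sets shared 304 genes, 94.1% of the first and 68.6% of the second. Independent sets of these sizes would share 7.18. In 50 simulations with no difference between any of the populations the sets shared 0, since hardly any gene passes there. At the paper's threshold they shared 0.24 on average and at most 1 (308 observed). Sets of the same sizes taken by rank of p shared 89.9 on average and at most 105. Part of the excess may come from the shared R3 arrays, which were too few to divide. With the methods' test after Benjamini-Hochberg adjustment the sets shared 184 genes.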

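Of the 323 genes higher in R2 than in R3, 316 (97.8%) were not called between R2 and R1. Of all genes, 99.6% were not, so the 7 called stand against 1.26 for independent sets and the share by itself does not set these genes apart as unchanged. The 7 were all lower in R2 than in R1 (0 higher). *Msr1* differed between R2 and R1 by a log2 fold change of -0.58 (standard error 0.18, adjusted p = 0.257 from limma) and *Fcgr3* by -0.18 (standard error 0.13, adjusted p = 0.707), and neither passed the test. *Adgre1*, which encodes F4/80, stood at a log2 intensity of 9.23 ± 0.05 in R2 and 9.96 ± 0.07 in R1 (SD, n = 3 arrays), 0.73 apart. Its adjusted p was 0.136, and 0.029 without R3 replicate 1. The methods' test gave *Msr1* an unadjusted p of 0.0483 and *Adgre1* one of 0.000142. By sign alone, 250 of the 323 genes had a lower mean in R2 than in R1 and 73 a higher one, and their median log2 fold change was -0.20. The share not called was 100% with the label date as a block, 92.0% with array weights, and 67.2% at an unadjusted p under 0.05 from the methods' test. At that p the test called 1488 of all 19937 genes between R2 and R1. At the paper's threshold, which adds the 2-fold minimum, 321 of 329 genes (97.6%) were not called, against 99.9% of all genes.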

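Macrophage genes were higher in R1 and R2 than in R3. Of 43 genes on a list for macrophages, 23 were lower and 3 higher in R3 than in R2 (25 and 4 when adjusted over the list alone), and 27 were lower and 2 higher in R3 than in R1 (32 and 3 when adjusted over the list alone). *Csf3r*, the receptor for granulocyte colony-stimulating factor (probe set 10508074), had a log2 intensity of 9.81 ± 0.20 (SD, n = 3 arrays) in R1, 9.53 ± 0.06 in R2, and 6.51 ± 0.15 in R3, a log2 fold change of -3.02 for R3 against R2 (standard error 0.11, adjusted p = 1.5e-06 from limma). Its difference between R2 and R1, -0.28, was not called (adjusted p = 0.419). The macrophage list was lower in R3 as a group, at an adjusted p of 1.2e-14 against R2 and 1.13e-16 against R1 from camera, and of 0.0341 and 0.0298 with an estimated correlation. The list holds *Msr1*, *Fcgr3*, and *Csf3r*, which the paper names from these arrays, so this test is not independent of the paper's result. Genes that run the other way were *Abca1*, a cholesterol transporter, and *Cd164*, a sialomucin, both called higher in R3 than in each monocyte population, and *Tspan14*, called higher than in R2. The calls of *Abca1* were lost without the arrays of replicate 2 or 3 (adjusted p of 0.052 and 0.0652 against R2, 0.163 and 0.122 against R1), that of *Cd164* against R2 without those of replicate 3 (0.0569), and that of *Tspan14* without R2 replicate 1 or 2, R3 replicate 3, or the arrays of replicate 1 or 2 (0.0574 to 0.156).
Of 32 genes of Ly6C+ monocytes, 6 of which are also on the macrophage list, 25 were lower and 2 higher in R3 than in R2 (26 and 2 when adjusted over the list alone), and 27 were lower and 1 higher than in R1 (29 and 1 when adjusted over the list alone). *Tfec*, a transcription factor of myeloid cells, fell from 10.42 ± 0.05 in R2 to 6.09 ± 0.74 in R3, and *Hp* from 12.22 ± 0.03 to 8.33 ± 0.36. The group's adjusted p with an estimated correlation was 0.0287 in both comparisons. For R2 against R1, limma called none of the 43 macrophage genes (2 lower when adjusted over the list alone). At an unadjusted p under 0.05 it gave 14 lower in R2 and 0 higher, and the methods' test gave 9 lower before and 0 after adjustment. That list as a group was lower in R2, at an adjusted p of 3.71e-07 from camera, 0.0983 with an estimated correlation, and 0.0165 from fry. Of the 32 monocyte genes, 1 was called lower in R2 than in R1 and 0 higher (9 and 0 when adjusted over the list alone). At an unadjusted p under 0.05, 11 were lower and 0 higher. The methods' test gave 10 lower and 1 higher before and 0 after adjustment.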

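R1 and R2 lay closest to each other over the 19937 genes. The Euclidean distance between mean log2 profiles was 26.3 for R1 and R2, 57.7 for R2 and R3, and 65.5 for R1 and R3. Pearson correlations between single arrays ran from 0.990 to 0.994 between R1 and R2, from 0.977 to 0.981 between R2 and R3, and from 0.969 to 0.977 between R1 and R3. Within each of the 3 dates the order was the same, with distances of 42.1, 34.8, and 36.3 between the arrays of R1 and R2, 63.7, 62.9, and 61.5 between R2 and R3, and 76.0, 72.3, and 68.3 between R1 and R3. Single R1 and R2 arrays were on average 38.5 apart, and the R1 arrays were 39.8 apart among themselves, the R2 arrays 27.7, and the R3 arrays 35.5. In average-linkage clustering on 1 minus Pearson correlation, the R3 arrays joined the rest last, at a height of 0.0241. The R2 arrays joined R1 replicates 2 and 3 at 0.00677, before R1 replicate 1, which joined at 0.0091. The first principal component held 61.8% of the variance and placed the R1 arrays at -25.4, -23.4, and -25.1, the R2 arrays at -15.1, -14.7, and -16.7, and the R3 arrays at 41.7, 42.0, and 36.7. The second, with 9.7%, set R1 replicate 1 apart, at 29.0 against a range from -14.4 to 4.0 for the others. The public profiles of total pre-DCs and CDPs that Figures 1G and 1H also show were not used here, and those figures show fewer arrays of R1, R2, and R3 than the 3 of each used here. The paper bases its comparison of the 3 populations on the volcano plots, the principal components, the clustering, and the gene table of these data.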

Overall, R1 and R2 were more similar to each other than to R3 (Figures 1F–1H; Table S1). We conclude that R1 and R2 qualify as bona fide monocytes given that both are largely CCR2 dependent for BM egress, do not rely on Flt3L, and do not express *Zbtb46*. R3 met all the criteria for bona fide pre-DCs because it was largely CCR2 independent and Flt3L dependent and expressed the DC-specific *Zbtb46* (Meredith et al., 2012, Satpathy et al., 2012).

### R2 Monocytes Bear a Mixed Transcriptional Profile

We next aimed to assess the diversity of Ly6C^+^ monocytes by using unsupervised analyses. To this end, we used multi-dimensional reduction analysis of multi-parametric flow cytometry. BM Ly6C^+^CD115^+^ cells were divisible into one major Flt3^−^ and three minor Flt3^+^ subsets with distinct t-distributed stochastic neighbor embedding (t-SNE) coordinates (populations A–C) (Figure 2A). Population A was CD11c^−^ and found only within R2. By contrast, populations B and C overlapped R2 and R3. Unlike population C, A and B phenotypically shared high expression of FcγRII and/or FcγRIII with R1 monocytes. However, like population C but unlike R1 monocytes, A and B expressed CD209a (Figure 2B). 

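By microarray, *Fcgr2b* was higher in R1 and R2 than in R3, and *Cd209a* and *Cd209d* were higher in R3. *Fcgr2b*, the inhibitory IgG receptor FcγRIIB, had a log2 intensity of 9.30 ± 0.05 (SD, n = 3 arrays) in R1, 9.17 ± 0.09 in R2, and 8.44 ± 0.17 in R3. Its log2 fold change for R3 against R2 was -0.73 (standard error 0.10, adjusted p = 0.00106 from limma), a call lost without the arrays of replicate 2 (adjusted p = 0.0676) and with the methods' test after adjustment (0.0585), and its log2 fold change against R1 was -0.86 (adjusted p = 0.0003). R2 differed from R1 by -0.13 (adjusted p = 0.706). *Cd209a*, a C-type lectin of the DC-SIGN family (probe set 10576784), was at 11.43 ± 0.28 in R3, 8.60 ± 0.49 in R2, and 7.66 ± 0.97 in R1. It was 2.83 higher on the log2 scale in R3 than in R2 (standard error 0.43, adjusted p = 0.00287), a call lost without the arrays of replicate 1 (0.0909), and 3.77 higher than in R1 (standard error 0.43, adjusted p = 0.000389), a call lost with the methods' test after adjustment (0.0654). The mean in R2 was 0.94 above that in R1 and higher on each of the 3 dates, but the difference did not pass the test (standard error 0.43, adjusted p = 0.495). The neighboring family member *Cd209d* was 3.87 higher in R3 than in R2 and 4.47 higher than in R1. Its call against R2 was lost with the methods' test after adjustment (0.0514). Its difference between R2 and R1 was 0.60 (adjusted p = 0.684). Of 18 genes of type 2 conventional and monocyte-derived DCs, 6 were higher and 1 lower in R3 than in R2 (7 and 5 when adjusted over the list alone) and 7 were higher and 2 lower than in R1 (7 and 3 when adjusted over the list alone). They include *Cd209a*, *Cd209d*, and the transcription factor *Irf4*. The call of *Irf4* against R1 was lost with the methods' test after adjustment (0.0696). The group's adjusted p from camera was 0.0942 against R2 (0.0226 without R3 replicate 3 and 0.0353 without the arrays of replicate 3), and against R1 it was 0.0161, 0.156 with an estimated correlation, and 0.0764 without R1 replicate 3. For R2 against R1, limma called 0 of the 18 (0 when adjusted over the list alone), with 1 lower and 0 higher at an unadjusted p under 0.05 and 0 from the methods' test. As a group they read higher in R2 at an adjusted p of 0.0654 from camera, 0.0325 with the label date as a block, 0.0271 with each array centered on its median, 0.0313, 0.0372, and 0.0467 without R1 replicate 1, R1 replicate 2, and R2 replicate 3, and 0.0404 without the arrays of replicate 1, but 0.258 with an estimated correlation, 0.286 from fry, and 0.351 without R1 replicate 3.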

All together, these data were corroborated by microarray analysis of BM R1–R3 populations (Figure S2A) and flow cytometry analysis of blood Ly6C^+^ cells (Figure S2B). In addition, population C had lower CD11b expression than A and B (Figure 2B).

As a parallel unsupervised approach, we used gene-expression profiling at the single-cell level to assess the diversity of Ly6C^+^CD115^+^ cells. We performed single-cell qPCR by using a set of 42 genes and 3 house-keeping controls. Unsupervised clustering of gene expression at the single-cell level revealed the existence of five clusters within Ly6C^+^CD115^+^ cells (Figure 2C). Clusters 1 and 2 aligned mostly with R1 and also partially with R2. Cluster 3 was exclusively represented within R2, whereas clusters 4 and 5 were enriched in R3 but also present in R2 (Figures 2C–2E). Cluster 3 was unique in its mixed expression pattern of monocyte (*Fcgr3*, *Fcgr2b*, and *Csf3r*) and DC (*Kmo*, *Cd209a*, and *Flt3*) genes (Figures 2C and 2F and S2A and S2B). However, cluster 3 (in addition to clusters 1 and 2) showed low transcription of *Zbtb46*, which was found in clusters 4 and 5 (Figure 2F).

Of interest, we noticed that the expression of *Ciita* and MHCII-related genes was found mostly in clusters 3 and 5 (Figure S2C). This is consistent with MHCII expression in BM and blood R2 and R3, as assessed by flow cytometry and microarray analysis (Figures S2D and S2E). 

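By microarray, genes of MHCII antigen presentation were higher in R3 than in R1 and R2. Of 13 measured, 8 were higher and 1 lower in R3 than in R1 (8 and 1 when adjusted over the list alone), and 7 were higher and none lower than in R2 (8 and 0 when adjusted over the list alone). *Ciita*, the transactivator of MHCII genes, had a log2 intensity of 7.66 ± 0.57 (SD, n = 3 arrays) in R3, 6.29 ± 0.15 in R2, and 6.10 ± 0.05 in R1, a log2 fold change of 1.56 for R3 over R1 (standard error 0.23, adjusted p = 0.00193 from limma) and 1.37 over R2 (standard error 0.23, adjusted p = 0.00538). *H2-Aa*, the α chain of I-A, was at 11.13 ± 0.70 in R3, 8.94 ± 0.99 in R2, and 8.28 ± 0.96 in R1. Its log2 fold change was 2.85 for R3 over R1 (standard error 0.59, adjusted p = 0.0117) and 2.19 for R3 over R2 (standard error 0.59, adjusted p = 0.0525), where it was called with the label date as a block (adjusted p = 0.00207), after quantile normalization (0.039), with each array centered on its median (0.0476), with the filter on dim probe sets (0.0271), with a trended and robust eBayes (0.0431), without R1 replicate 2 (0.0365), and without R3 replicate 1 (0.0496), and had an unadjusted p of 0.0355 from the methods' test. After adjustment of that test the call against R1 was lost (0.149). *H2-Oa*, the α chain of the H2-O chaperone, was at 8.58 ± 0.24, 6.89 ± 0.20, and 6.38 ± 0.24 in R3, R2, and R1. The 1 gene lower in R3 than in R1 was *Ctss*, the protease cathepsin S, a call lost without the arrays of replicate 2 (0.0928) or 3 (0.059). The group was higher in R3 than in R1 at an adjusted p of 6.82e-05 from camera, and 0.151 with an estimated correlation, and higher than in R2 at 2.03e-05, and 0.144 with an estimated correlation.
Of the 13 genes, limma called none between R2 and R1 (0 higher and 1 lower when adjusted over the list alone), with 1 higher and 2 lower at an unadjusted p under 0.05, and the methods' test gave 1 higher and 1 lower before and 0 after adjustment. *H2-Aa* was 0.67 higher in R2 (adjusted p = 0.777), *Ciita* 0.19 higher (adjusted p = 0.851), and *H2-Oa* 0.51 higher (adjusted p = 0.27). The group's adjusted p was 0.344 from camera, 0.685 with an estimated correlation, and from 0.0379 without R1 replicate 2 to 0.936 without R2 replicate 2. The arrays average over R2, so expression in a part of the R2 cells could go uncalled. The calls of *Ciita* were lost without the arrays of replicate 2 (adjusted p = 0.129 against R2 and 0.074 against R1). They were also lost without those of replicate 3 (0.114 and 0.0611) and with the methods' test after adjustment (0.152 and 0.119). The call of *H2-Aa* against R1 was lost without the arrays of replicate 3 (0.193).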

R2 and R3 thus aligned with previously described Ly6C^+^CD115^+^MHCII^+^ cells in the blood (Carlin et al., 2013, Jakubzick et al., 2013; Figure S2F). Using mice deficient of various CIITA promoters (pI^−/−^, pIV^−/−^, or pIII^+^pIV^−/−^), we showed that R2, like DCs, expressed MHCII after pI-dependent induction of *Ciita* (LeibundGut-Landmann et al., 2004; Figures S2G and S2H).

All together, both unsupervised flow cytometry and gene-expression analyses revealed that R2 monocytes contained unique populations of *Zbtb46*^−^ cells that were distinct from the cDC lineage and expressed transcriptional profiles with mixed features of monocytes and cDCs (*Zbtb46*^−^Flt3^+^FcγRII and/or FcγRIII^+^CD209a^+^CD11c^−^). Using MHCII as a surrogate marker for these cells, we showed that they are independent of Flt3L and rely on CCR2 for their mobilization from the BM to the blood (Figures S2I and S2J).

### PU.1 Controls the Formation of Flt3^+^MHCII^+^ R2 Monocytes

We next sought to identify TFs regulating the formation of R2 Flt3^+^MHCII^+^ monocytes. *Sfpi1* (PU.1) is an attractive candidate because it promotes Flt3 expression (Carotta et al., 2010) and MHCII through the induction of *Ciita* (Bakri et al., 2005). Intracellular flow cytometry staining for PU.1 indicated that R3 pre-DCs and R2 monocytes expressed higher amounts of PU.1 than R1 monocytes (Figure 3A). Accordingly, PU.1 was expressed more in MHCII^+^ than in MHCII^−^ blood CD115^+^ cells (Figure 3B).

The effects of PU.1 were tightly dependent on its expression; therefore, we analyzed *Sfpi1*^+/−^ mice that had reached adulthood without any obvious phenotype. *Sfpi1*^+/−^ mice had reduced numbers of blood CD115^+^Ly6C^lo^ cells, whereas blood Ly6C^+^ were not affected despite an increase in BM Ly6C^+^ cells (Figure 3C). *Sfpi1*^+/−^ mice had reduced MHCII^+^ (Ly6C^+^ and Ly6C^−^) CD115^+^ populations in the BM and blood (Figure 3D). Finally, *Sfpi1*^+/−^ mice had smaller populations of R2 monocytes (including the MHCII^+^ fraction of R2) and R3 pre-DCs than WT mice in BM and blood (Figures 3E and S3A–S3C). In agreement with R3 pre-DC reduction, *Sfpi1*^+/−^ mice displayed a selective deficiency in spleen CD11b^+^ DCs, mostly in the ESAM1^lo^Flt3^lo^ compartment, whereas plasmacytoid DCs remained unchanged (Figures S3D–S3F). In contrast to R2 monocytes and R3 pre-DCs, R1 monocytes were slightly increased in the BM of *Sfpi1*^+/−^ mice (Figure 3E). However, this increase did not reach significance in the blood (Figures 3E, S3A, and S3B). *Sfpi1* hemizygosity reduced the numbers of MDPs and CDPs, but not cMoPs (Figure S3F). We conclude that high expression of PU.1 is selectively required for the development of Flt3^+^MHCII^+^ R2 monocytes and R3 pre-DCs at steady state.

### PU.1^lo^Flt3^−^MHCII^−^ R1 Monocytes Generate iNOS^+^ Macrophages upon Microbial Stimulation

In the next set of experiments, we aimed to determine which Ly6C^+^ monocytes are precursors for iNOS^+^ macrophages. We chose to use *Listeria* infection because it efficiently induces the recruitment and differentiation of iNOS^+^ phagocytes from Ly6C^+^ monocytes (Serbina et al., 2003). In agreement with their independence of Flt3L (Meredith et al., 2012), *L.m.-*induced iNOS^+^ macrophages were not identified in *Zbtb46*^*cre*^*xROSA*^*lslYFP*^ mice (Loschko et al., 2016), thus confirming their monocytic origin (Figure S4A). In vitro exposure to lipopolysaccharide (LPS) or infection with *L.m.* resulted in iNOS expression in a subset of responding BM CD115^+^Ly6C^+^ cells (up to 38%) that remained mostly MHCII^lo^ (Figure 4A), unless these cells were treated with interferon-γ (IFN-γ), which increased MHCII expression in iNOS^+^ cells (Figure S4B). Overnight culture of sorted R1 or R2 monocytes or R3 pre-DCs with *L.m.* or LPS (Figures 4B and S4C) revealed the selective ability of R1 to produce iNOS^+^MHCII^−^ macrophages, whereas R2 and R3 generated iNOS^−^MHCII^+^ cells (Figures 4B and S4C). We conclude that the formation of iNOS^+^ macrophages upon microbial exposure is a selective feature of R1 monocytes or possibly a subset of them. Like R1 monocytes (Figures 2F and 2G), in-vivo-generated Ly6C^+^CD11b^+^iNOS^+^ macrophages (Serbina et al., 2003) expressed FcγRII and/or FcγRIII, but not CD209a or Flt3 (Figure 4C).

Transcriptomic analysis of BM R1–R3 demonstrated an upregulation of toll-like receptor (TLR) signaling, RIG-like helicase, NOD-like receptor genes, and IFN-γ signaling and its target genes in R1 monocytes (Figure 4D). 

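The lists of TLR, NOD-like receptor, and RIG-I-like helicase genes were lower in R3 than in R1 by camera, and with an estimated correlation only the NOD-like receptor list was (adjusted p of 0.073, 0.0104, and 0.12). Of 36 measured genes of TLR signaling, 16 were lower and 1 higher in R3 than in R1 (17 and 2 when adjusted over the list alone). *Tlr13*, an endosomal receptor for bacterial RNA, had a log2 intensity of 10.99 ± 0.02 (SD, n = 3 arrays) in R1, 10.24 ± 0.04 in R2, and 7.89 ± 0.55 in R3, a log2 fold change of -3.11 for R3 against R1 (standard error 0.22, adjusted p = 1.85e-05 from limma). *Tlr8* was at 8.47 ± 0.18, 7.72 ± 0.16, and 5.08 ± 0.73 in R1, R2, and R3, and *Irak3*, an inhibitor of TLR signaling, fell from 9.74 ± 0.13 in R1 to 7.32 ± 0.23 in R3. The gene higher in R3 was *Tlr12*, by 2.64. As a group the TLR genes were lower in R3 than in R1 at an adjusted p of 8.27e-07 from camera, and 0.073 with an estimated correlation. Of the 36, limma called none between R2 and R1 (6 lower and 1 higher in R2 when adjusted over the list alone), with 12 lower and 1 higher at an unadjusted p under 0.05, and the methods' test gave 10 lower and 1 higher before and 0 after adjustment. *Tlr7*, a receptor for single-stranded RNA, had the largest difference, -1.14 (standard error 0.31, adjusted p = 0.2), and was called where the fit held the 6 arrays of R1 and R2 alone (0.0254) or left out R3 replicate 2 (0.0337). *Tlr13* was at -0.76 (adjusted p = 0.226), and 0.0262 without R3 replicate 3. Both genes vary more between the R3 arrays (SD 0.80 and 0.55) than within R1 or R2 (0.02 to 0.07), and R3 counts in the error of the shared fit; the methods' test, without R3, gave them unadjusted p of 2.18e-05 and 8.79e-06. In the fit to the 6 arrays of R1 and R2, *Tlr13* was not called (adjusted p = 0.0573). *Tlr2* was at -0.72 (standard error 0.13, adjusted p = 0.0746), and was called after quantile normalization (0.0398) and without R1 replicate 1 (0.0429). The group was lower in R2 than in R1 at an adjusted p of 2.19e-05 from camera, and 0.0983 with an estimated correlation, with median log2 fold changes of -0.10, -0.20, and -0.17 on the 3 dates.
Of 23 NOD-like receptor and inflammasome genes, 18 were lower in R3 than in R1 (18 when adjusted over the list alone) and 13 were lower than in R2 (17 when adjusted over the list alone), and none was higher, with 0 higher at an unadjusted p under 0.05. They include *Nlrp1a*, at 7.98 ± 0.19 in R1, 7.75 ± 0.03 in R2, and 5.45 ± 0.48 in R3, and the inflammatory caspase *Casp4*, at 8.97 ± 0.06, 8.43 ± 0.13, and 6.64 ± 0.04. The group's adjusted p was 2.8e-11 against R1 and 6.92e-13 against R2 from camera, and 0.0104 in both with an estimated correlation. *Casp4* was the gene of this list called between R2 and R1 (1 lower when adjusted over the list alone), at -0.54 (standard error 0.08, adjusted p = 0.0338, and 0.0677 with the label date as a block), and the group had an adjusted p of 0.251.
Of 16 genes of RIG-I-like helicases and cytosolic nucleic acid sensing, 7 were lower in R3 than in R1 (7 when adjusted over the list alone) and none was higher, with 1 higher at an unadjusted p under 0.05, at an adjusted p for the group of 0.000833 from camera, and 0.12 with an estimated correlation. *Ddx58*, which encodes the helicase RIG-I, was at 8.28 ± 0.15 in R1, 7.34 in R2, where the 3 arrays read an equal value, and 6.48 ± 0.22 in R3, and *Ifih1*, which encodes MDA5, at 8.64 ± 0.19, 7.96 ± 0.15, and 7.19 ± 0.25. *Ddx58* was the helicase gene called between R2 and R1, at -0.94 (standard error 0.12, adjusted p = 0.0236, and 0.0613 with the label date as a block), and 2 genes of the list were lower when adjusted over the list alone. The group was lower in R2 at an adjusted p of 0.0383 from camera, 0.258 with an estimated correlation, 0.306 after quantile normalization, 0.128 with each array centered on its median, 0.325, 0.105, and 0.123 without R1 replicate 2, R1 replicate 3, and R2 replicate 3, and 0.177 and 0.22 without the arrays of replicates 2 and 3. The call of *Ddx58* between R2 and R1 was lost without R1 replicate 1 or 2, R3 replicate 1, or any 1 of the R2 arrays (adjusted p from 0.0517 to 0.125) and without any 1 date (0.109 to 0.472). That of *Casp4* was lost without the same arrays or R3 replicate 3 (0.0548 to 0.146) and without any 1 date (0.247 to 0.472).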

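Interferon-stimulated genes were higher in R1 than in R3. Of 37 measured, 26 were lower and 1 higher in R3 than in R1 (27 and 2 when adjusted over the list alone), and 19 were lower and 3 higher in R3 than in R2 (24 and 4 when adjusted over the list alone). *Ifit1*, an antiviral RNA-binding protein, had a log2 intensity of 7.43 ± 0.20 (SD, n = 3 arrays) in R1, 6.34 ± 0.17 in R2, and 5.04 ± 0.25 in R3. *Cxcl10*, a chemokine induced by IFN-γ, was at 8.34 ± 0.28, 7.60 ± 0.13, and 6.28 ± 0.24, and *Gbp7*, a guanylate-binding protein, at 7.82 ± 0.27, 7.83 ± 0.05, and 5.58 ± 0.42. The gene higher in R3 than in R1 was *Bst2*, which encodes tetherin, by 1.97 on the log2 scale. Between R2 and R1, 2 genes were called, both lower in R2 (10 when adjusted over the list alone): *Ifit1*, at a log2 fold change of -1.09 (standard error 0.15, adjusted p = 0.0282 from limma, and 0.0629 with the label date as a block), and *Isg20*, an exonuclease. The list's adjusted p from camera was 5.03e-14 for R3 against R1, 3.89e-09 for R3 against R2, and 1.91e-13 for R2 against R1, and 0.0555, 0.0983, and 0.0572 with an estimated correlation. The call of *Ifit1* between R2 and R1 was lost without R1 replicate 1 or 2, R3 replicate 1, or any 1 of the R2 arrays (adjusted p from 0.0548 to 0.154) and without any 1 date (0.146 to 0.472). That of *Isg20* was lost without R1 replicate 2, R3 replicate 1, or any 1 of the R2 arrays (0.056 to 0.123), without any 1 date (0.193 to 0.472), and with the date as a block (0.0594).
Of 16 genes of interferon receptor signaling, 3 were lower and 1 higher in R3 than in R1 (4 and 1 when adjusted over the list alone), with an adjusted p for the group of 0.0596 from camera (0.0413 without R1 replicate 1, 0.0275 without R3 replicate 1, and 0.0222 without the arrays of replicate 1, but 0.277 without those of replicate 2), and an adjusted p of 0.412 with an estimated correlation. The receptor chain *Ifngr1* fell from 11.02 ± 0.13 in R1 to 9.94 ± 0.12 in R3, a log2 fold change of -1.08 (standard error 0.10, adjusted p = 0.000106), and the kinase *Jak2* rose from 9.06 ± 0.19 to 10.68 ± 0.14. Between R2 and R1, limma called none of the 16 (0 when adjusted over the list alone), with 5 lower and 0 higher at an unadjusted p under 0.05, and the methods' test gave 4 lower before and 0 after adjustment. *Ifngr1* differed by -0.29 (standard error 0.10, adjusted p = 0.32). The group was lower in R2 than in R1 at an adjusted p of 8.55e-05 from camera, and 0.147 with an estimated correlation.

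**Figure D2:**
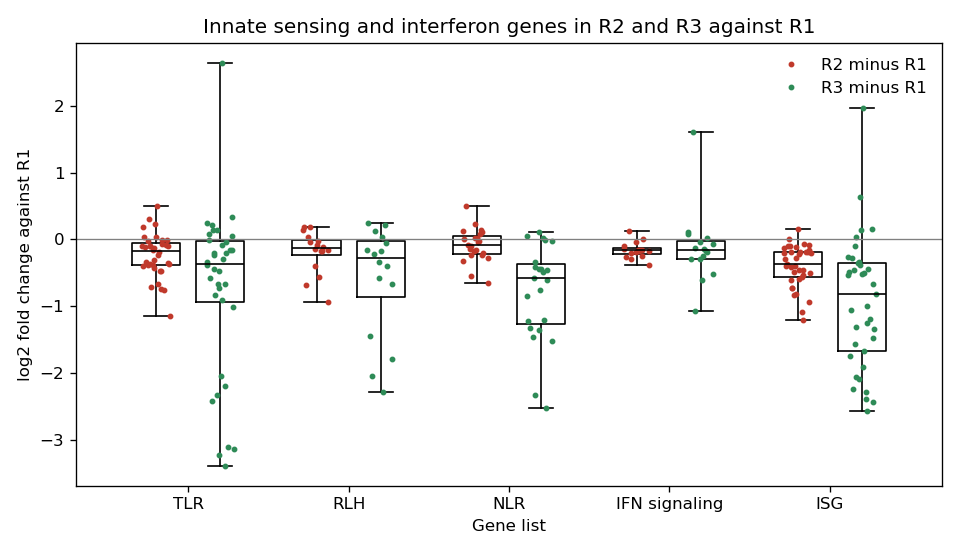
Log2 fold changes of R2 (red) and R3 (green) against R1 for the measured genes of 5 lists: TLR signaling (36 genes), RIG-I-like helicases (RLH, 16), NOD-like receptors (NLR, 23), interferon receptor signaling (16), and interferon-stimulated genes (ISG, 37). Each point is a gene, the line in each box is the median, the box spans the middle quartiles, and the whiskers reach the lowest and highest gene. The median of the interferon-stimulated genes is -0.37 for R2 and -0.82 for R3.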

We conclude that R1 cells are efficiently equipped for innate sensing prior to microbial exposure.

We next wanted to determine whether iNOS^+^ macrophages lose iNOS and enter a differentiation pathway of monocytes characterized by the loss of Ly6C in inflamed tissues (Bain et al., 2013, Zigmond et al., 2012). We used a fate-mapping approach to irreversibly label iNOS-expressing cells in *Nos2*^*tomato-cre*^*xROSA*^*lsltdTomato*^ mice. *L.m.* infection triggered the labeling (Tomato^+^) of a subset of Ly6C^+^ cells 2 days after infection; these cells were also stained with anti-iNOS antibody (Figures 4E, 4F, and S4D). We found that by day 4, the iNOS^+^ cells (both Tomato^+^ and anti-iNOS-Ab^+^ cells) had reduced drastically (Figure 4F). Like iNOS-Ab^+^ cells, tomato^+^ cells remained Ly6C^+^ and did not become Ly6C^−^ (Figures 4G and 4H). Therefore, we conclude that Ly6C^+^iNOS^+^ macrophages do not convert efficiently to Ly6C^−^. This result is compatible with the existence of a subset of Ly6C^+^ monocytes specialized to generate iNOS^+^ macrophages.

### High Amounts of PU.1 Inhibit the Production of iNOS^+^ Macrophages

From the experiments performed so far, we noticed that PU.1 concentration was inversely correlated with the ability of monocyte subsets to generate iNOS^+^ macrophages (Figures 3A and 4B). We therefore hypothesized that PU.1 acts as a regulator of iNOS expression. To test this hypothesis, we infected WT and *Sfpi1*^+/−^ mice with *L.m.* and analyzed the generation of CD11b^+^Ly6C^+^iNOS^+^ macrophages in the spleens of these animals 2 days later. Using the avirulent ΔActA mutant of *L.m.*, we were able to assess innate sensing of the bacteria independently of infectious load (Schreiber et al., 2013, Serbina et al., 2003). *Sfpi1*^+/−^ mice accumulated higher numbers of total CD11b^+^Ly6C^+^ and CD11b^+^Ly6C^+^iNOS^+^ macrophages than did their WT counterparts (Figures 5A–5C). Importantly, the percentage of iNOS^+^ cells in Ly6C^+^CD11b^+^ macrophages was increased in *Sfpi1*^+/−^ mice, whereas MHCII expression remained unchanged (Figures 5C and S5A).

In order to test whether the regulatory role of PU.1 is cell intrinsic, we infected normalized numbers of BM macrophages (BMDMs) from WT or *Sfpi1*^+/−^ mice infected with *L.m.* (or LPS) overnight. We found that *Sfpi1*^+/−^ macrophages expressed higher amounts of iNOS than did WT cells both in percentage and staining intensity (Figures 5D and S5B). We conclude that *Sfpi1* acts as a negative regulator of iNOS acquisition in monocytes responding to microbial stimulation.

In order to address the cell-intrinsic role of PU.1 in vivo, we performed adoptive transfers of CD45.2^+^*Sfpi1*^+/+^or CD45.2^+^*Sfpi1*^+/−^ BM cells into *L.m.*-infected CD45.1^+^ recipients. *Sfpi1*^+/−^ donor cells expressed more iNOS than their WT counterparts (Figure 5E). Finally, to address the role of *Sfpi1* in the monocyte compartment, we engrafted a mixture of *Sfpi1*^+/−^ (CD45.2) and *Sfpi1*^+/+^ (CD45.1) BM monocytes into *L.m.*-infected CD45.1 and CD45.2 recipient mice. We found that the percentage of iNOS^+^ macrophages within Ly6C^+^CD11b^+^ cells was higher in the progeny of *Sfpi1*^+/−^ monocytes than in that of *Sfpi1*^+/+^ monocytes (Figure 5F).

We conclude that PU.1 acts as a cell-intrinsic negative regulator of the differentiation of monocytes into iNOS^+^ macrophages upon microbial exposure.

### PU.1^hi^Flt3^+^MHCII^+^ R2 Monocytes Differentiate into PDL2^+^CD209a^+^ moDCs upon GM-CSF Exposure

Having established that R1 monocytes are poised to generate iNOS^+^ macrophages, we next assessed the ability of monocyte subsets to give rise to moDCs. Elevation of granulocyte-macrophage colony-stimulating factor (GM-CSF) concentrations induces the accumulation of CD11b^+^MHCII^+^ spleen cells that resemble CD11b^+^ DCs (Daro et al., 2000, Mach et al., 2000). Engraftment of live GM-CSF-producing B16 melanoma (B16-GM-CSF) (Dranoff et al., 1993) triggered the expansion of (1) circulating MHCII^+^ monocytes with varying expression levels of Ly6C (Figure S6A) and (2) Lin^−^Ly6G^−^CD11b^+^Ly6C^hi–lo^MHCII^+^ spleen cells largely overlapping the CD11b^+^ DC phenotype (Figure S6B). GM-CSF-induced (or LPS-induced; Figure S6C) Ly6C^hi–lo^MHCII^+^ cells can be subdivided according to their expression of FcγRII and/or FcγRIII and CD209a (Figures 6A and 6B). Both CD209a^−^ and CD209a^+^ FcγRII^+^ and/or FcγRIII^+^ populations rely on CCR2 (Figure S6D). Compared with CD4^+^ DCs, CD209a^−^ and CD209a^+^ FcγRII^+^ and/or FcγRIII^+^ cells expressed greater CD115 and lower Flt3 and ESAM1 (Figures 6B and S6E). In stark contrast with CD4^+^CD11b^+^ DCs (Figures 6B and S6E), both expressed PD-L2 and low amounts of PD-L1 (Figures 6B and S6C). Additionally, both CD209a^−^ and CD209a^+^ FcγRII^+^ and/or FcγRIII^+^ cells had lower expression of YFP than CD4^+^ DCs from naive or B16-GM-CSF-bearing *Zbtb46^Cre^ x Rosa^lslYFP^* mice (Loschko et al., 2016; Figures 6B and S6F). A similar hierarchy of labeling was obtained in the *Zbtb46*^GFP/+^ reporter mice (Satpathy et al., 2012; Figure 6B). Together, these results support a monocytic origin of CD209a^−^ and CD209a^+^ FcγRII^+^ and/or FcγRIII^+^ cells.

Finally, we addressed whether R1 and/or R2 BM monocytes could differentiate into PDL2^+^CD209a^+^ cells upon short-term culture in GM-CSF. We found that, reminiscent of macrophages produced during long-term GM-CSF culture (Barthélémy et al., 2015), R1 cells produced exclusively CD209a^−^MHCII^lo^PDL2^+^ cells. Unlike R1, R2 monocytes produced CD209a^+^MHCII^hi^PDL2^+^ cells (Figure 6C). In vivo, adoptive transfer of R2, but not R1, monocytes in B16-GM-CSF-engrafted mice generated CD209a^+^ moDCs, as was seen in the CD45.1^+^ recipients (Figures 6D and S6G). We conclude that R2, but not R1, monocytes exhibit a precursor ability for CD209a^+^PDL2^+^ moDCs in vitro and in vivo.

### An Increase in PU.1 Promotes the Generation of Monocyte-Derived PDL2^+^CD209a^+^ moDCs

Finally, we investigated whether a higher expression of PU.1 is required for the differentiation of GM-CSF-induced moDCs. The generation of PD-L2^hi^CD86^hi^MHCII^hi^ moDCs (Barthélémy et al., 2015, Gao et al., 2013) from BM GM-CSF cultures was lower in *Sfpi1*^+/−^ cultures than in WT cultures (Figure S7A). WT, but not *Sfpi1*^+/*−*^ Ly6C^hi^, monocytes generated PD-L2^+^CD209a^+^ moDCs in vitro (Figure 7A). Analyzing B16-GM-CSF-engrafted *Sfpi1*^+/+^ or *Sfpi1*^+/−^ mice, we found that the expansion of CD209a^+^ moDCs (but not FcγRII^+^ and/or FcγRIII^+^ CD209a^*−*^ macrophages) was selectively decreased in *Sfpi1*^+/−^ mice (Figure 7B).

We wondered whether PU.1 is required at the cell-autonomous level for the generation of CD209a^+^ moDCs. We adoptively transferred *Sfpi1*^+/+^ or *Sfpi1*^+/−^ CD45.2^+^ BM into CD45.1^+^ B16-GM-CSF-injected recipients. Unlike *Sfpi1*^+/+^BM, *Sfpi1*^+/−^ BM did not generate CD209a^+^ moDCs (Figure 7C). Control populations such as B cells and granulocytes were generated as efficiently upon transfer of either *Sfpi1*^+/+^ or *Sfpi1*^+/−^ BM (Figure S7B). We conclude that PU.1 selectively controls the differentiation of GM-CSF-dependent CD209a^+^ moDCs by a cell-intrinsic mechanism.

## Discussion

Depending on the study, monocyte-derived inflammatory cells (distinct from the cDC lineage) are termed inflammatory macrophages (Bain et al., 2013, Tamoutounour et al., 2012) or moDCs (Cheong et al., 2010, Plantinga et al., 2013, Zigmond et al., 2012). Here, we report that distinct monocyte subsets give rise to iNOS^+^ inflammatory macrophages and CD209a^+^ moDCs. Indeed, we have shown that a subset of monocytes (R2; CCR2 dependent and not labeled in *Zbtb46^Cre^ x Rosa^lslYFP^* mice) contain MHCII^+^ cells that are distinct from BTBD4^+^ pre-DCs. These cells develop into CD209a^+^ moDCs upon exposure to GM-CSF both in vitro and in vivo. Conversely, MHCII^−^ monocytes (R1) possess the progenitor function for iNOS^+^ inflammatory macrophages. This supports the view that inflammatory macrophages and moDCs are ontogenically distinct populations. In support of this hypothesis, fate mapping of iNOS^+^ inflammatory macrophages did not show an efficient conversion to the moDC phenotype. In addition, single-cell analysis of monocytes (R2; CD11c^−^) identified a mixed transcriptional program characterized by the expression of MHCII genes (downstream activation of CIITA by pI promoter) and DC-related genes such as *Flt3*, *Cd209a*, or *Kmo*, for example. These cells might originate from cMoPs (through Flt3 acquisition), from CDPs (via loss of DC-specific commitment), or from earlier myeloid-primed progenitors (LMPP or GMPs). Additional experiments are needed to address this. Of note, we have shown that R3 cells (CD11c^+^Flt3^+^CD115^+^BTBD4^+^SiglecH^−^Ly6C^+^) aligning with previously described cDC2-commited pre-cDCs (pre-DC2s) (Schlitzer et al., 2015, Tussiwand et al., 2015) are diverse in terms of MHCII or CD209a expression, for example. The functional relevance of pre-DC2 heterogeneity for the generation of multiple cDC2 subsets (Lewis et al., 2011, Tussiwand et al., 2015) remains to be addressed.

An important question that arises is the transcriptional mechanism driving the steady-state differentiation of Ly6C^+^ monocytes into a small sub-population with a distinct potential to generate moDCs or inflammatory macrophages. PU.1 is a lineage-determining TF essential for hematopoietic stem cells and has multiple roles in the myeloid lineage (Dakic et al., 2005, DeKoter and Singh, 2000, McKercher et al., 1996, Scott et al., 1994). PU.1 cooperates with multiple other TFs to shape the enhancer landscape of tissue-resident macrophages (Lavin et al., 2014, Norris et al., 2014). Here, we report that *Sfpi1* haploinsufficiency promotes the generation of iNOS^+^ macrophages during *L.m.* infection. PU.1-dependent negative regulation of iNOS^+^ macrophages might constitute a regulatory mechanism limiting iNOS-dependent immunopathology. How does PU.1 downregulate the production of iNOS? PU.1 is known to upregulate multiple miRNAs, including miR-146 and miR-155, which in turn negatively regulate innate sensing through the regulation of TRAF6, IRAK4, and STAT1, for example (Ghani et al., 2011, Jurkin et al., 2010). Indeed, Ly6C^+^ monocytes from *mir14*6^−/−^ mice are hyper-responsive to microbial stimulation (Etzrodt et al., 2012). Higher amounts of PU.1 might be needed to induce mir146 and limit anti-microbial responses. Further experiments are needed to assess the relevance of miRNAs downstream of PU.1-dependent regulation of innate sensing.

We have found that, in addition to having a regulatory effect on microbicidal iNOS^+^ macrophages, the highest amounts of PU.1 selectively promote the generation of GM-CSF-dependent moDCs in vitro and in vivo. This could be explained by (1) the reduction of moDC precursors (MHCII^+^ R2 monocytes) in naive *Sfpi1*^+/−^ mice and (2) an effect on moDC terminal differentiation. In support of the latter, overexpression of PU.1 promotes the differentiation of DC-like cells (Bakri et al., 2005), and inducible ablation of *Sfpi1* prevents the differentiation of DCs (Carotta et al., 2010). In this context, PU.1 cooperation with TFs IRF4 and IRF8 could be relevant to explain the role of PU.1 in moDC differentiation from monocytes. PU.1 can bind to Ets binding sites on its own, but PU.1 also cooperates with IRF4 or IRF8 at Ets-IRF composite response elements called EICEs (Brass et al., 1999). IRF4 is known to be involved in the control of CIITA promoter pI in GM-CSF moDCs or CD11b^+^ DCs (Gao et al., 2013, Tamura et al., 2005, Vander Lugt et al., 2014). In addition, PU.1 might boost the expression of growth factor receptors required for the development of moDCs (e.g., CSFR2A; DeKoter et al., 1998).

In conclusion, our results shed light on the readiness of inflammatory monocyte subsets for distinct and specialized developmental programs activated in inflammatory conditions. Importantly, PU.1 amounts segregate the transcriptional programs of microbicidal iNOS^+^ macrophages or moDCs.

## Experimental Procedures

### Mice

All mice used were between 6 and 12 weeks old and were matched for age and sex in all experiments. They were maintained under specific-pathogen-free conditions in accordance with the UK Animals (Scientific Procedures) Act of 1986.

### Cell Isolation and Fluorescence-Activated Cell Sorting

For preparation of BM cell suspensions, the bones of both hind limbs (two tibia and two femurs) were flushed with ice-cold fluorescence-activated cell sorting (FACS) buffer (PBS (Life technologies) with 1% BSA (Apollo Scientific Ltd) and 2 mM EDTA (Life Technologies). Spleens were collected, cut into small pieces, and incubated with collagenase D (Roche) and DNaseI (Roche) in Hank’s balanced salt solution (GE Healthcare) and 5% fetal bovine serum (Life technologies) for 20 min; they were further macerated through 100 μm cell strainers (BD Falcon). Red blood cells were lysed with 2 ml of Ack lysis buffer (Life Technologies), incubated for 2 min at room temperature, and then diluted with FACS buffer. After centrifugation, cells were either re-suspended in an antibody cocktail in FACS buffer or permeabilized and fixed for intracellular staining and analyzed by flow cytometry with FlowJo software (TreeStar). For cell sorting, see Supplemental Experimental Procedures.

### In Vitro GM-CSF Cultures

Total BM or 10^4^ sorted Ly6C^hi^CD115^+^ monocytes (total or subsets R1–R3) were cultured in 20 ng/ml of GM-CSF in complete RPMI with 6,000 live MS-5 cells as “feeders,” which were plated on the same day. Analyzed cells were pre-gated to be DAPI^−^ and CD45^+^.

### In Vitro *L.m.* Infections

Primary cells infected with *L.m.* were in vivo cultured overnight at an MOI of 0.01, 0.1, 1, or 10 (as indicated in Figure 5) in complete RPMI medium supplemented with macrophage colony-stimulating factor (MCSF, 20 ng/ml; Peprotech), GM-CSF (3 ng/ml; Peprotech), and human Flt3L (100 ng/ml; CellDex). BMDMs were derived by culture of whole BM in RPMI supplemented with culture medium from L-929 cells.

### B16-GM-CSF Tumor Experiments

B16-GM-CSF tumor cells were checked for viability with Trypan Blue, and 1.5 × 10^5^ to 3 × 10^5^ live cells were injected subcutaneously (see Supplemental Experimental Procedures).

### Infection

4 × 10^3^ to 5 × 10^3^ WT colony-forming units (CFU) (*Listeria*) or 10^6^ ΔActA mutant CFU of *L.m.* (*ΔActA Listeria*) were injected intravenously into sterile PBS (see Supplemental Experimental Procedures).

### Microarray

Cells sorted by flow cytometry were collected in complete RPMI and pelleted, lysed in Buffer RLT (RNeasy Kit, QIAGEN), and frozen at −80°C until they were processed for RNA. The NuGEN Ovation Pico WTA V2 Kit was used to process 1 ng RNA per sample into cDNA amplified by single-primer isothermal amplification. The Encore Biotin Module (NuGEN) was used to fragment and label the cDNA with biotin. Hybridization cocktails were prepared as recommended by NuGEN and hybridized to Affymetrix Mouse Gene 1.0 ST arrays overnight. Arrays were washed and stained with Affymetrix Fluidics Station FS450 and the GeneChip Hybridization, Wash, and Stain Kit and scanned by the GeneChip Scanner 3000 7G with Autoloader. Raw data files (DAT and CEL) were generated in Affymetrix GeneChip Command Console software and are available at GEO: GSE90471. Data were analyzed with GenePattern software (Broad Institute), and pre-DC and CDP datasets were obtained from public databases.

### t-SNE Analysis

Single-cell analysis using the t-SNE algorithm was done on flow cytometry data in the online platform provided by Cytobank (see Supplemental Experimental Procedures).

### Single-Cell qPCR

Single cells were sorted by flow cytometry, cDNA was amplified with the CellsDirect One-Step qRT-PCR Kit (ThermoFisher), and qPCR was run on a BioMark HD (Fluidigm) with the help of Taqman probes (Life Technologies) for the genes indicated in Figure 2. The 45 targeted genes were analyzed against an average of three housekeeping genes: *Hprt*, *ActB*, and *Gapdh*. Analysis was done with the help of Gene-E software (Broad Institute) (see Supplemental Experimental Procedures).

### qPCR

qPCR was carried out in duplicate for samples sorted from three independent sorting experiments. Primers used for testing *Zbtb46* were 5′-AGAGAGCACATGAAGCGACA-3′ (forward) and 5′-CTGGCTGCAGACATGAACAC-3′ (reverse). Results were normalized against β-actin: 5′-ATGCTCCCCGGGCTGTAT-3′ (forward) and 5′-CATAGGAGTCCTTCTGACCCATTC-3′ (reverse).

### Adoptive Transfer

For adoptive transfer of cells sorted by flow cytometry, 3.3 × 10^5^ cells of each population were collected in complete RPMI, centrifuged, resuspended in 120 μl of RPMI alone, and injected intravenously into each CD45.1^+^ congenic recipient. For whole-BM transfers, single-cell suspensions of BM were depleted of red blood cells by exposure to RBC lysis buffer (Life technologies) and counted. 40 × 10^6^ whole-BM cells from *Sfpi1*^+/+^ or *Sfpi1*^+/−^ mice were transferred into B16-GM-CSF-treated congenic CD45.1^+^ mice on day 9 and analyzed on day 11 after tumor injection. For *L.m.*-infected recipients, 20 × 10^6^ whole-BM cells were transferred into congenic CD45.1^+^ recipients 2 hr before intravenous *L.m.* infection.

### Statistical Analysis

Data were analyzed for statistical significance by unpaired Student’s t tests. Differences were considered significant at p < 0.05 (^∗^p < 0.05; ^∗∗^p < 0.005; ^∗∗∗^p < 0.0005; ^∗∗∗∗^p < 0.00005; ns, non-significant).

## Author Contributions

S.M. performed most of the experiments (with help from R.P., D.M., and G.A. for some) and designed the figures. T.P. performed the single-cell multiplex qPCR; R.G. provided expertise for the design of these experiments. J.D.A., S.H., and A.-M.L.-D. provided help for the analysis of MHCII expression and its transcriptional regulation and performed some experiments addressing the role of CIITA. J.L., M.C.N., and M.P.L. provided tools and expertise for the analysis of *Zbtb46* expression and the fate mapping of *Zbtb46*-expressing cells. G.L., A.B., and F.G. provided reagents and expertise with the fate mapping of iNOS-expressing cells. J.Y.H and S.A.Q provided reagents and expertise with the B16-GM-CSF melanoma model. E.L.G, E.G.-M, C.E.J.-G., E.G.-P., H.G., and F.G. provided mice models, expertise for the analysis of monocyte populations, and helpful discussions. The manuscript was written by P.G. and S.M. Experiments were designed by P.G. in collaboration with S.M.

## Figures and Tables

**Figure 1:**
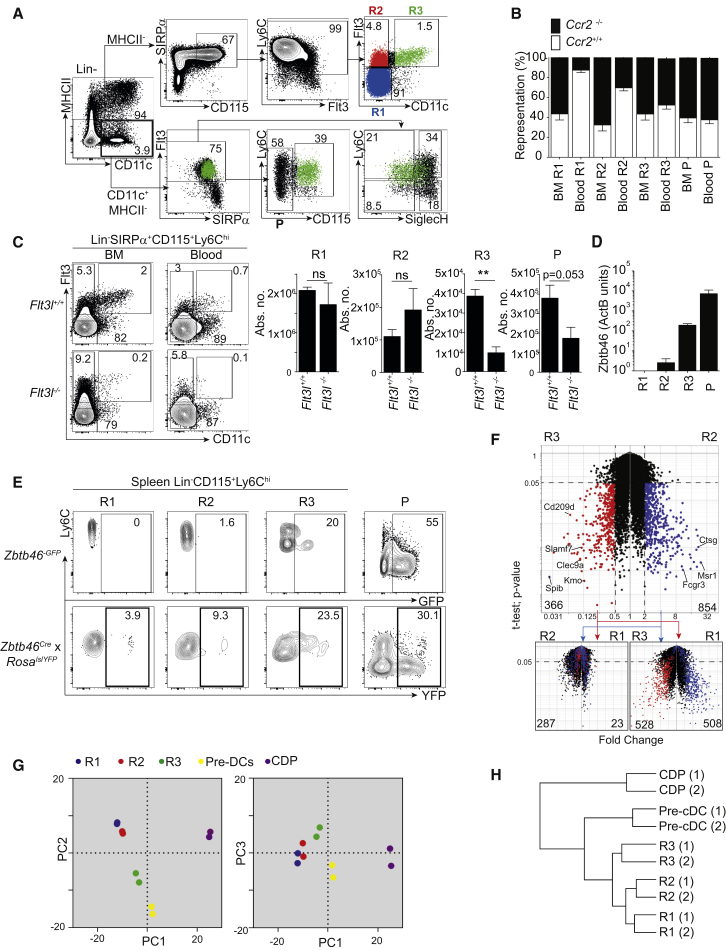
Identification of BM Ly6C^+^CD115^+^ Subsets (A) BM Lin^−^MHCII^−^Ly6C^+^CD115^+^ monocytes consist of three subsets. Shown is a representative flow cytometry analysis of WT BM at steady state. (Top) Lineage^−^ (CD19^−^, CD3ε^−^, Ly6G^−^, Ter119^−^, CD45RA^−^, NK1.1^−^, cKit^−^) MHCII^−^ cells analyzed by a conventional monocyte gating strategy. CD115^+^Ly6C^hi^ cells can be subdivided into three sub-populations: R1(Flt3^−^CD11c^−^), R2(Flt3^+^CD11c^−^), and R3(Flt3^+^CD11c^+^). (Bottom) Pre-DC gating of Lin^−^MHCII^−^CD11c^+^Flt3^+^SIRPα^int^ cells. Pre-DCs can be subdivided into CD115^−^ (P) and CD115^+^(R3) subsets. Overlay of R3 is shown in green in the lower panels. (B) Graphical summary of WT and *Ccr2*^−/−^ mixed BM chimera. Shown are steady-state percentages of WT (CD45.1, white bars) and *Ccr2*^−/−^ (CD45.2, black bars) cells within R1–R3 and P in the BM and blood of WT (CD45.1) reconstituted recipients. Data represent five chimeric mice over two experiments. (C) Flow cytometry analysis of R1–R3 and P in *Flt3l*^−/−^ and *Flt3l*^+/+^ BM and blood. Quantification shows the absolute number of each cell population within the blood (n = 4 mice per group). (D) qPCR for *Zbtb46* in WT BM R1–R3 and P in β-actin units. (E) *Zbtb46* labeling and reporter expression. Steady-state GFP reporter expression and YFP expression in splenic R1–R3 and P cells in *Zbtb46*^GFP/+^ and *Zbtb46^Cre^ x Rosa^lslYFP^* mice, respectively. (F) Genes differentially expressed among R1–R3. Volcano plots of R2 versus R3 (main plot) show genes with a fold change ≥ 2 and a p value of p < 0.05 in R2 (blue) and R3 (red). These genes are overlaid on volcano plots of R1 versus R2 (left) and R1 versus R3 (right) with the same axes of fold change and p value. Numbers indicate differentially expressed genes in each comparison (gene list available in Table S1). (G) Clustering of R1–R3 with pre-DCs and CDPs. Principal-component analysis compares microarray data of R1 (blue), R2 (red), and R3 (green) with previously published data of pre-DCs (yellow) and CDPs (violet) on PC1 (72% variance), PC2 (24% variance), and PC3 (2% variance). (H) Hierarchical clustering analysis (1 − Pearson correlation) of monocytes (R1 and R2), pre-DCs (R3), total pre-DCs, and CDPs. Data represent the mean ± SEM (^∗^p < 0.05;^∗∗^p < 0.005; ns, not significant; Student’s t test). Please also refer to Figure S1.

**Figure 2:**
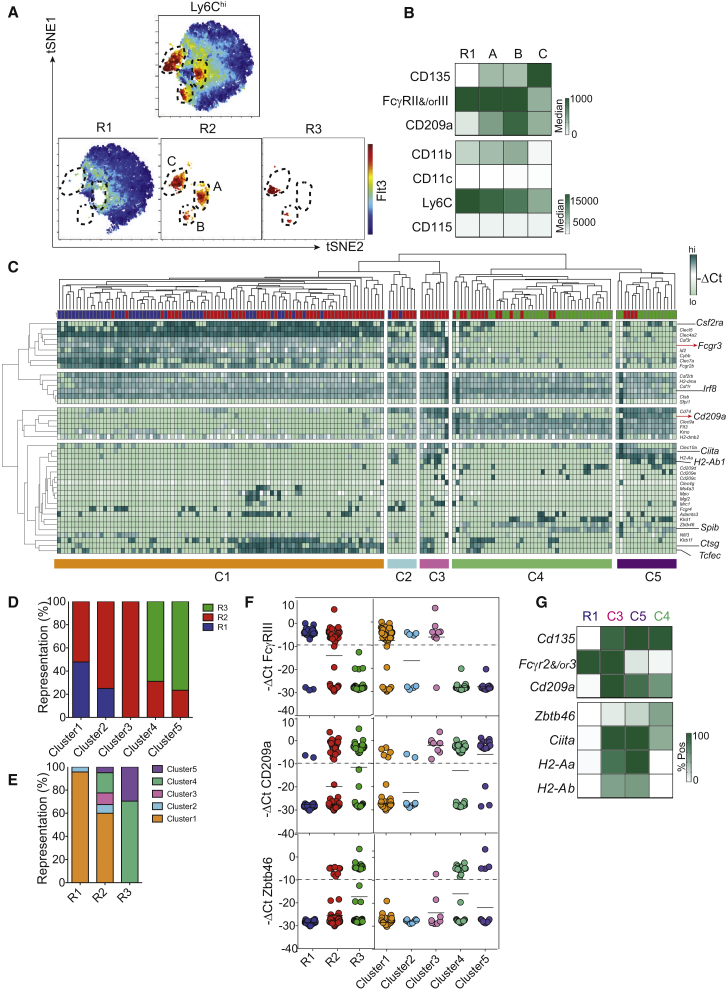
Transcriptional Profiling of Monocyte Subsets R1 and R2 (A) Nonlinear dimensionality reduction analysis of Ly6C^hi^CD115^+^cells. t-SNE maps of total Lin^−^MHCII^−^CD115^+^SIRPα^+^ cells, R1 and R2 monocytes, and R3 pre-DCs are based on the parameters CD115, SIRPα, Ly6C, Flt3, CD11c, CD209a, and FcγRII and/or FcγRIII. Color scale indicates Flt3 expression. (B) Expression analysis of t-SNE-generated sub-populations of R2 and expression of Flt3, FcγRII and/or FcγRIII, CD209a, CD11b, CD11c, Ly6C, and CD115 of t-SNE-generated Flt3^+^ populations A–C with R1 monocytes. CD209a expression is shown as the difference between MFI and fluorescence minus one (FMO) control for all four populations. (C) Heterogeneity in population R2. The hierarchical clustering dendogram (top and left margins) is based on −ΔCt values from single-cell multiplex qPCR analysis of 44 R1 (blue), 81 R2 (red), and 44 R3 (green) single cells for 42 genes. (D) Representation of populations R1–R3 within the five clusters defined in (C). (E) Representation of the five clusters within populations R1–R3. (F) Single-cell expression of *Fcgr3*, *CD209a*, and *Zbtb46* in populations R1–R3 or clusters C1–C5. Each dot represents the −ΔCt value of a single cell. (G) Analysis of the defining genes of population R1 with clusters C3–C5. The heatmap compares mRNA expression of MHCII-related genes *Cd135*, *Zbtb46*, *Cd209a*, and *Fcgr2* and/or *Fcgr3* on single cells between clusters C3–C5 and monocyte population R1. Please also refer to Figure S2.

**Figure 3:**
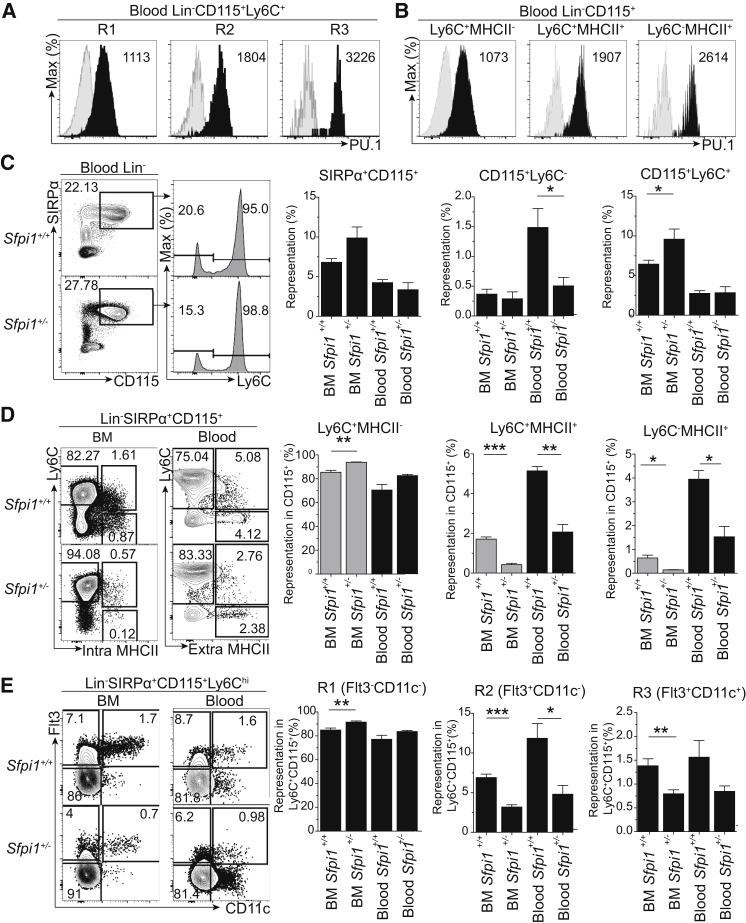
PU.1 Controls the Development of PU.1^hi^Flt3^+^MHCII^+^ R2 Monocytes at Steady State (A and B) Expression of PU.1 (black shading) and isotype control (gray shading) within Ly6C^hi^CD115^+^ monocytes (R1 and R2) and pre-DCs (R3) (A) and in Ly6C^hi^MHCII^−^, Ly6C^+^MHCII^+^, and Ly6C^−^MHCII^+^CD115^+^ cells (B) in the blood as seen by intra-nuclear staining of PU1 by flow cytometry. Numbers within plots indicate the MFI of PU.1. (C–E) Representative flow cytometric analysis of the blood of *Sfpi1*^+/+^ and *Sfpi1*^+/−^ mice at steady state. (C) Comparison of total (SIRPα^+^CD115^+^), Ly6C^+^, and Ly6C^lo^ blood monocytes by flow cytometry and quantification as the percentage of total live cells. (D and E) Comparison of Ly6C^+^MHCII^−^, Ly6C^+^MHCII^+^, and Ly6C^−^MHCII^+^ cells within SIRPα^+^CD115^+^ monocytes (D) and of R1–R3 within Ly6C^hi^ MHCII^+/−^ monocytes (E) in the BM and blood. Gray bars indicate intracellular staining for MHCII. Data represent the mean ± SEM of three mice per group from three identical experiments (^∗^p < 0.05,^∗∗^p < 0.005, ^∗∗∗^p < 0.0005; Student’s t test). Please also refer to Figure S3.

**Figure 4:**
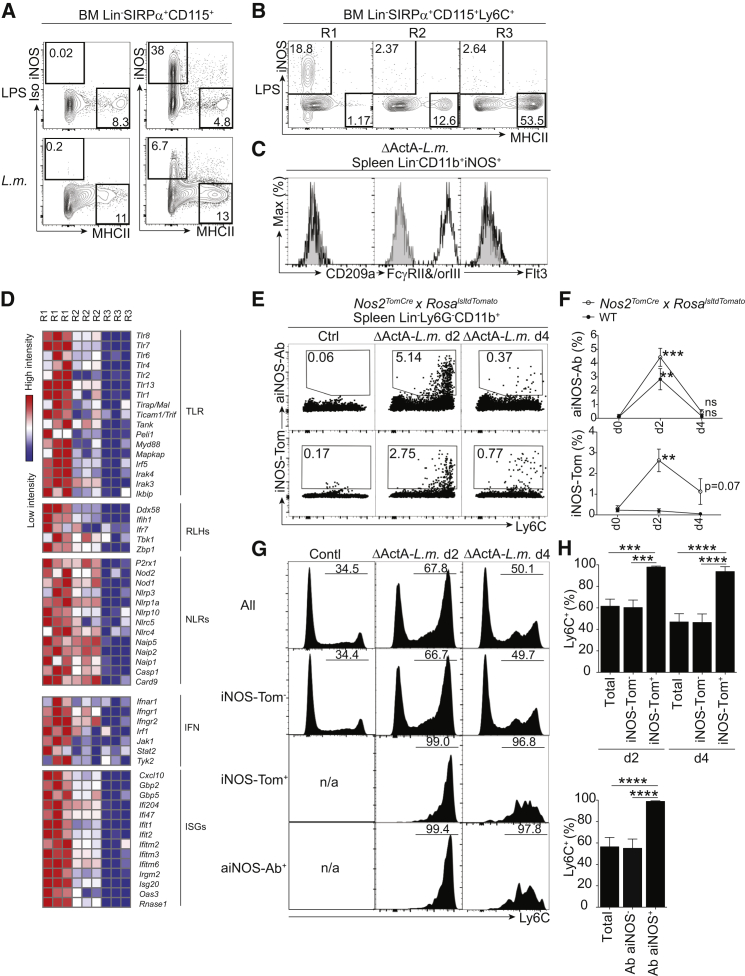
Pu.1^lo^Flt3^−^MHCII^−^ R1 Monocytes Differentiate into iNOS^+^ Phagocytes upon Microbial Stimulation (A) iNOS production by CD115^+^ cells in vitro. Shown is surface MHCII and intracellular iNOS or isotype control (Iso iNOS) staining after overnight culture of BM Lin^−^CD115^+^ cells in the presence of LPS or *L.m*. (MOI = 0.1). (B) In vitro microbial stimulation of R1–R3. Shown is the analysis of surface MHCII and intracellular iNOS on sorted R1–R3 cells cultured overnight in the presence of LPS (1 μg/ml). (C) Cell-surface phenotype of Lin^−^CD11b^+^iNOS^+^ cells during *L.m*. infection (day 2). Shown is flow cytometry analysis of CD209a, FcγRII and/or FcγRIII (CD16/32), and Flt3 (black lines) against respective isotype controls (gray shading). (D) Pathway analysis of differentially expressed genes in flow-cytometry-sorted steady-state BM R1–R3. Abbreviations are as follows: TLR, toll-like receptor; RLH, RIG-like helicase; NLR, NOD-like receptor; IFN, interferon; and ISG, interferon-stimulated gene. (E–H) Fate mapping of *L.m*.-induced iNOS-expressing splenocytes. (E) *Nos2*^*TomatoCre*^ *x Rosa^lsltdTomato^* mice infected with the ΔActA mutant of *L.m*. were analyzed for intracellular anti-iNOS staining (top) and tomato labeling (bottom) in Lin^−^CD11b^+^ splenocytes in control or *L.m*.-infected mice (days 2 and 4). (F) Mean ± SEM of the percentage of iNOS-Ab^+^ (top) and Tomato^+^ (bottom) cells in Bl/6 (WT) or *Nos2*^*TomatoCre*^ *x Rosa^lsltdTomato^* mice in untreated (d0) or *L.m*.-infected mice on days 2 and 4 (n = 3). (G) Histograms show Ly6C expression in cells either stained or unstained with anti-iNOS antibody or iNOS-Tomato. (H) Percentages of Ly6C^+^ cells within each indicated population (n = 4 mice per group; ^∗∗^p < 0.005,^∗∗∗^p < 0.0005, ^∗∗∗∗^p < 0.00005; Student’s t test). Please also refer to Figure S4.

**Figure 5:**
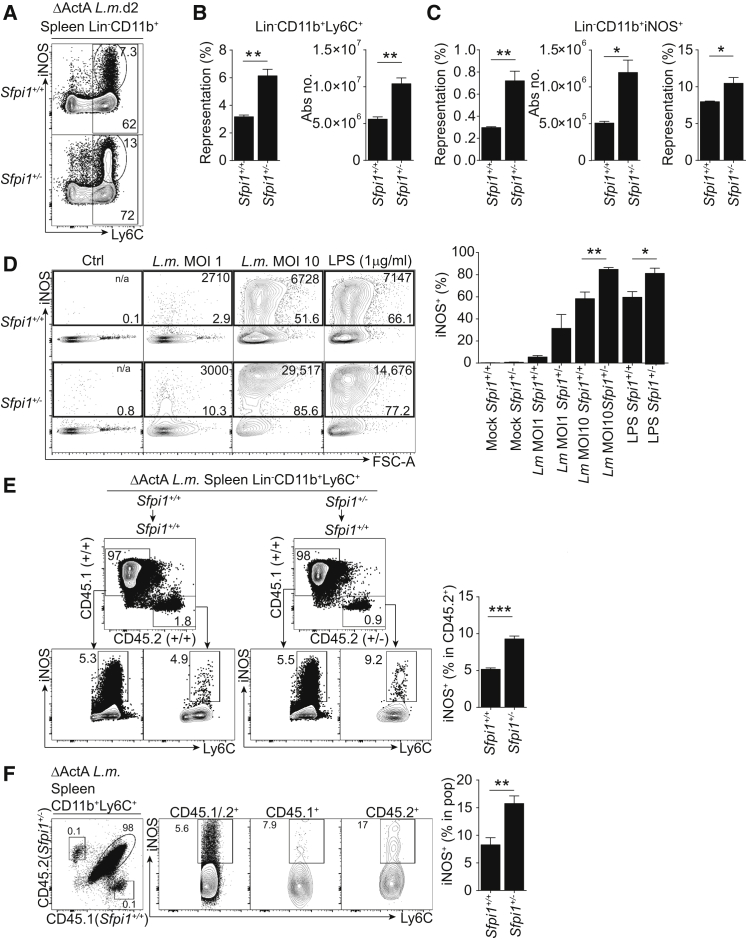
PU.1 Inhibits the Generation of iNOS^+^ Macrophages upon Microbial Stimulation (A–C) Generation of Ly6C^+^iNOS^+^ cells upon microbial stimulation of *Sfpi1*^+/+^ or *Sfpi1*^+/−^ mice. (A) Intracellular flow cytometry staining of spleen Lin^−^ (CD19^−^, CD3ε^−^, Ly6G^−^, Ter119^−^, CD45RA^−^, NK1.1^−^, cKit^−^) CD11b^+^ cells in *Sfpi1*^+/+^ and *Sfpi1*^+/−^ mice infected with ΔActA *L.m*. (B and C) Quantification of the percentage and absolute number of Lin^−^CD11b^+^Ly6C^+^ cells (B) and Lin^−^CD11b^+^iNOS^+^ cells (C). (D) Microbial stimulation of BMDMs generated from *Sfpi1*^+/+^ or *Sfpi1*^+/−^ mice and flow cytometry analysis of iNOS^+^ BMDMs from *Sfpi1*^+/+^ and *Sfpi1*^+/−^ mice. BMDMs were cultured with MCSF alone, MCSF and *L.m*. at a MOI of 1 or 10, or MCSF and 1 μg/ml LPS. Numbers at the top of each gate indicate MFI. The percentage of iNOS^+^ cells obtained within each culture is quantified. (E) PU.1 reduction in the BM compartment results in an increase in iNOS^+^ macrophages in vivo. CD45.2^+^*Sfpi1*^+/+^ or *Sfpi1*^+/−^ whole BM was adoptively transferred into WT ΔActA *L.m*.-infected CD45.1^+^ recipients. Representative flow cytometry analysis of iNOS expression in Lin^−^CD11b^+^Ly6C^+^ splenocytes from recipients (CD45.1^+^) or donors (CD45.2^+^) is shown. (F) PU.1 in monocytes regulates the production of iNOS^+^ macrophages in vivo. Shown is flow cytometry analysis of iNOS expression in Lin^−^CD11b^+^Ly6C^+^ cells of CD45.1^+^*Sfpi1*^*+/+*^ and CD45.2^+^*Sfpi1*^+/−^ sorted BM monocytes adoptively transferred intravenously into WT ΔActA *L.m*.-infected CD45.1/.2^+^ recipients (n = 4 mice per group). Data represent the mean ± SEM (^∗^p < 0.05; ^∗∗^p < 0.005; ^∗∗∗^p < 0.0005; ns, not significant; Student’s t test). Please also refer to Figure S5.

**Figure 6:**
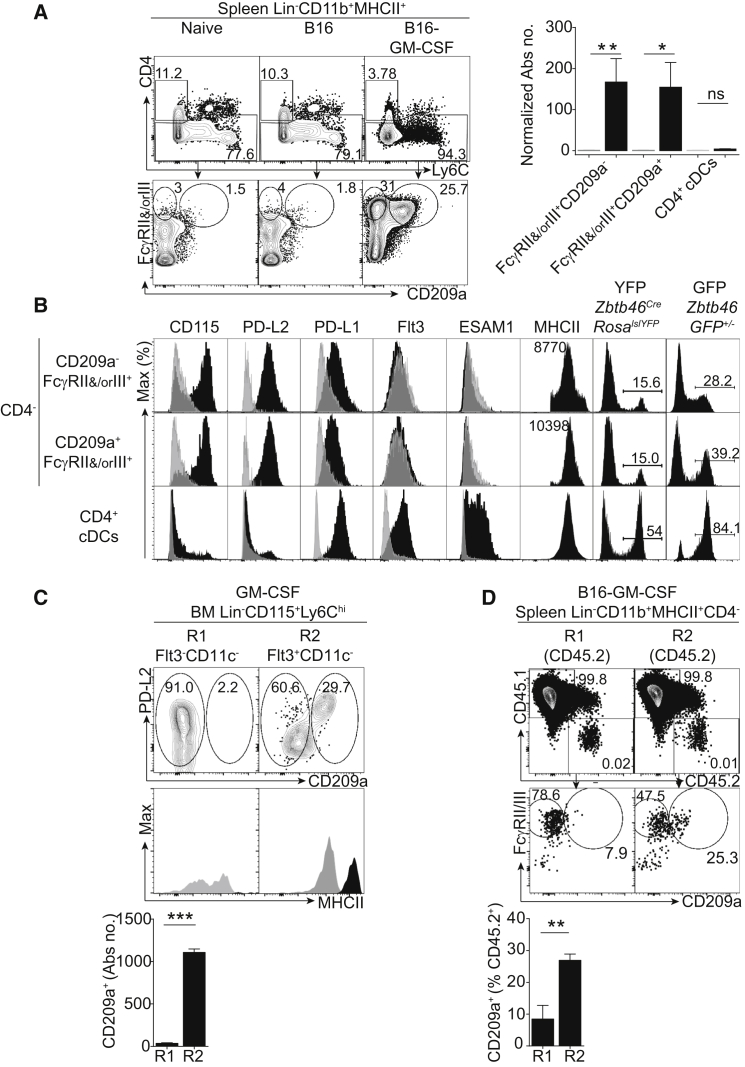
PU.1^hi^Flt3^+^MHCII^+^ R2 Monocytes Differentiate into PD-L2^+^CD209a^+^ moDCs upon Exposure to GM-CSF (A) Phenotype of spleen cells from control, B16, or B16-GM-CSF-engrafted mice. FACS analysis for CD4, Ly6C, FcγRII and/or FcγRIII, and CD209a expression within Lin^−^ (Ly6G^−^, CD3ε^−^, NK1.1^−^, Ter119^−^, CD45RA^−^, cKit^−^) CD11b^+^MHCII^+^ spleen cells in naive, B16, or B16-GM-CSF-bearing mice. Absolute numbers of CD4^−^FcγRII^+^ and/or FcγIII^+^CD209a^−^, CD4^−^FcγRII^+^ and/or FcγIII^+^CD209a^+^, and CD4^+^ cells in Lin^−^CD11b^+^MHCII^+^ cells in spleens from B16-GM-CSF-engrafted mice. Data are normalized to the naive control of each population. (B) Phenotype of CD4^−^FcγRII^+^ and/or FcγIII^+^CD209a^−^, CD4^−^FcγRII^+^ and/or FcγRIII^+^CD209a^+^, and CD4^+^ cells in Lin^−^Ly6G^−^CD11b^+^MHCII^+^ splenocytes from B16-GM-CSF-bearing mice. Extracellular flow cytometry analysis of each population is shown for CD115, PDL2 (CD273), PDL1 (CD274), Flt3, ESAM1, and MHCII (black) against isotype controls (gray). YFP labeling of the indicated populations in *Zbtb46^Cre^ x Rosa^lslYFP^* mice and GFP labeling in *Zbtb46*^GFP/+^ mice is also shown. Numbers above the histograms indicate MFI. Data represent five mice over two experiments. (C) GM-CSF culture of flow-cytometry-sorted R1 and R2 BM monocytes. Shown is PDL2 and CD209a expression on DAPI^−^CD45^+^ cells after 2 days of culture and MHCII expression of CD209a^−^ (gray) and CD209a^+^ (black). Data represent three independent cultures. (D) Cell fate of flow-cytometry-sorted R1 or R2 BM monocytes adoptively transferred into B16-GM-CSF-engrafted mice. Shown is FcγRII and/or FcγRIII and CD209a expression on recipient CD45.1^+^ (Figure S6G) and donor CD45.2^+^ cells in the spleens of CD45.1^+^ B16-GM-CSF-bearing recipients, as well as quantification of CD209a^+^ cells within Lin^−^CD11b^+^MHCII^+^CD4^−^CD45.2^+^ cells. Data represent the mean ± SEM (^∗^p < 0.05; ^∗∗^p < 0.005; ^∗∗∗^p < 0.0005; ns, not significant; Student’s t test). Please also refer to Figure S1.

**Figure 7:**
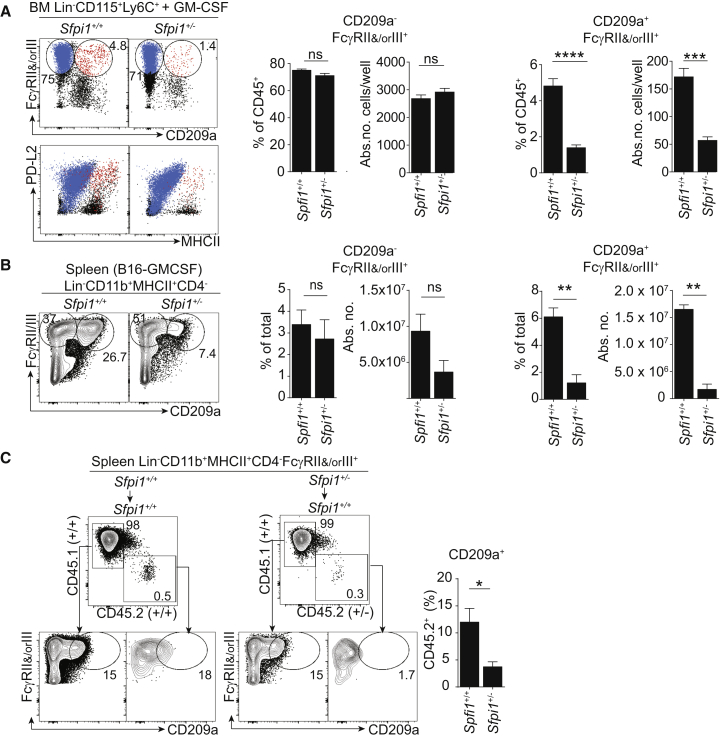
PU.1 Promotes the Generation of GM-CSF-Dependent PD-L2^+^CD209a^+^ moDCs (A) FcγRII and/or FcγRIII and CD209a expression in GM-CSF culture of BM Lin^−^CD115^+^Ly6C^+^ cells from *Sfpi1*^+/+^ or *Sfpi1*^+/−^ mice. FcγRII^+^ and/or FcγRIII^+^CD209a^−^ (blue) and FcγRII^+^ and/or FcγRIII^+^CD209a^+^ (red) cells are overlaid on flow cytometry staining of PDL2 (CD273) and MHCII. The percentage and absolute number of DAPI^−^CD45^+^ cells of each indicated population of *Sfpi1*^+/+^ or *Sfpi1*^+/−^ BM are shown. Data represent two similar experiments. (B) Quantification of FcγRII^+^ and/or FcγRIII^+^CD209a^−^ and FcγRII^+^ and/or FcγRIII^+^CD209a^+^ cells in Lin^−^CD11b^+^MHCII^+^CD4^−^ splenocytes from B16-GM-CSF-bearing *Sfpi1*^+/+^or *Sfpi1*^+/−^ mice. Data represent six mice. (C) PU.1 promotes the generation of CD209a^+^ moDCs by a cell-intrinsic mechanism. Shown is the adoptive transfer of CD45.2^+^*Sfpi1*^+/+^ or *Sfpi1*^+/−^ BM into B16-GM-CSF-engrafted CD45.1^+^ congenic recipients, as well as CD209a and FcγRII and/or FcγRIII expression on Lin^−^CD11b^+^MHCII^+^CD4^−^ cells of recipient CD45.1^+^ or donor CD45.2^+^*Sfpi1*^+/+^ or *Sfpi1*^+/−^ BM. The percentage of CD209a^+^ cells inside the donor Lin^−^CD11b^+^MHCII^+^CD4^−^FcγRII^+^ and/or FcγRIII^+^CD45.2^+^ cells is quantified (n = 3 mice per group in two identical experiments). Data represent the mean ± SEM (^∗^p < 0.05, ^∗∗^p < 0.005, ^∗∗∗^p < 0.0005; Student’s t test). Please also refer to Figure S7.

How the deposited data were processed for this re-analysis (not part of the article)

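Gene expression of R1, R2, and R3 cells sorted from BM was measured on 9 Affymetrix whole-transcript arrays, 3 per population. According to the paper, 1 ng RNA per sample was amplified with a NuGEN whole-transcriptome kit, labeled with biotin, hybridized, scanned with Affymetrix software, and analyzed with GenePattern. The authors deposited 1 intensity per probe set and array on a linear scale, for 34760 probe sets. Which background correction, summarization, and normalization they used is not given in the sources used here. The 9 columns have nearly equal distributions, with medians from 58.0 to 64.7. Whether the values had been put on a common scale between arrays before deposit was not tested. Of the probe sets, 1638 have exactly the same deposited value, with no rounding or tolerance, in all 3 arrays of at least 1 population, *Ddx58* in R2 among them. Such a population adds no spread to the error of the fit, and the cause of the ties is not given in the sources used here. All columns of values were used.

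The linear scale and the arrays behind Table S1 were checked against the deposited intensities. In the 4 sheets held in full (488, 528, 287, and 23 probe sets), the fold changes equal 2 to the power of the difference of mean log2 intensity, with all 3 arrays per population, to a median of 1.1e-06 (log2). Ratios of linear means differed from them by a median of 0.019, and sets of 2 arrays per population by at least 0.083. The p-values of these sheets equal those of an unpaired t-test on the log2 values, at largest 2e-06 apart on the log10 scale. Of the sheet of probe sets higher in R3 than in R1, 316 were held and 191 were not, and of the sheet of probe sets higher in R3 than in R2 none of 366 was held, so no overlap was computed from these sheets.

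Probe sets were named from the platform annotation. In it, 21640 probe sets name 1 gene, 1321 name several, and 11799 name none. Of the first, 21553 were matched by Entrez ID to the mouse RefSeq gene table of GRCm38.p6, which was used for names only and updated 0 symbols. Genes are given by the symbol of the probe set that names this gene and no other and has the highest mean log2 intensity over the 9 arrays. This gave 19937 genes, 954 of them with more than 1 probe set. No filter on dim probe sets was applied.

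Log2 intensities were fitted with limma (version 3.58.1, R 4.3.3), lmFit and eBayes, with the 3 populations in 1 model over all 9 arrays and 6 residual degrees of freedom. Log2 fold changes are the first population minus the second. Benjamini-Hochberg adjustment ran over the 19937 genes within each comparison, and a gene is called at an adjusted p under 0.05. Recovery was checked on simulated data based on the means and spreads of these genes, with 200 genes changed in each comparison. For R3 against R2, R3 against R1, and R2 against R1, 99%, 99%, and 98% of 2-fold changes were recovered. Of 4-fold changes 100% were recovered, and 8, 13, and 11 unchanged genes were called. These shares hold for the simulated spreads. Among measured genes, *Cd7* (1.80), *Klrd1* (1.28), and *Tlr7* (-1.14) differed more than 2-fold between R2 and R1 on the log2 scale and were not called. The absence of a call in that comparison therefore does not exclude a 2-fold change.

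In the tests, 25 gene lists were used: DC, type 1 conventional DC, type 2 conventional and monocyte-derived DC, plasmacytoid DC, MHCII, macrophage, monocyte, primary granule, neutrophil, stem and progenitor cell, B cell, T cell, natural killer cell, erythroid, basophil and mast cell, resident macrophage, cell cycle, TLR, RIG-I-like receptor, NOD-like receptor, interferon signaling, interferon-stimulated, immediate early, transcription factor, and ribosomal protein genes. The comparisons, tests, lists, and alternatives were set before the data were examined, which here means the deposited values: Table S1 and the figures, with fold changes and p-values of the same arrays, had been read, and the lists were written from general knowledge after that. Each list was tested in each comparison with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, and adjusted over the 75 tests. Camera compares a list with the other genes, and fry tests whether the genes of a list move, on balance, in 1 direction. The genes named in the text are those the paper names, the 10 with the largest fold change per comparison and direction among called genes that changed in the same direction on each of the 3 dates, and members of the lists, at most the 6 of largest fold change per comparison and any the paper names. The overlap of sets taken by rank of p in simulated unchanged populations was added after the results had been seen. A few called members of short counts are named beyond this rule (*Ifi205*, *Abca1*, *Cd164*, *Tspan14*, *Ctss*, and *Isg20*), chosen after their values were seen. Table S1 had been read when the rule was written, so its values count as seen.

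The replicate number of an array is its label date, so same-numbered arrays of the 3 populations share a day and the numbers pair the samples. Deviations from the population means correlated by 0.08 on average between arrays of the same date and by -0.04 between arrays of different dates. The fit with the date as a block was run as an alternative, since the methods name no pairing. Other alternatives were the methods' unpaired test at an unadjusted p under 0.05 and after Benjamini-Hochberg adjustment, the 6 arrays of the compared populations alone, quantile normalization, centering each array on its median, a filter on dim probe sets, all probe sets in place of 1 per gene, the mean of a gene's probe sets, limma with a trended and robust prior, array weights, and leaving out each array and each date in turn.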

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

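The tests of a shift of all dim probe sets, of a share of R3 cells among the R2 cells, of a single R1 or R2 array, and of a single date were chosen after the results had been seen.

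By camera the list of cell cycle genes was higher in R2 than in R1, a call lost with an estimated correlation. The paper does not discuss these genes for these arrays. Of 33 measured, 18 were higher and 0 lower when adjusted over the list alone, and 6 were called over all genes, all higher: *Mki67*, *Aurkb*, *Nusap1*, *Kif23*, *Cenpf*, and *Prc1*. *Cenpf*, a kinetochore protein, had a log2 fold change of 0.91 (standard error 0.09, adjusted p = 0.0153) and *Prc1*, a regulator of cytokinesis, of 0.85 (standard error 0.09, adjusted p = 0.0164). The median of the list was 0.41, and 0.69, 0.39, and 0.22 on the 3 dates, and its adjusted p was 7.12e-25 from camera, and 0.12 with an estimated correlation. Fry, which does not compare a list with the other genes, gave an adjusted p of 0.0158. With the label date as a block, *Mki67* (0.0549), *Aurkb* (0.0594), *Nusap1* (0.0613), and *Kif23* (0.0613) lost the call, and with each array centered on its median these 4 (0.0645 to 0.11) and *Prc1* (0.0532) did. All 6 were lost in the fit to the 6 arrays of R1 and R2 (0.0573 to 0.101), and those of *Cenpf* and *Prc1* were lost without any 1 of the R2 arrays (adjusted p from 0.0705 to 0.0954), without R1 replicate 2 (0.0853 for both), and without any 1 date (0.146 to 0.472). In the same leave-outs the other 4 were lost as well, at 0.0705 to 0.578.

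A shift of bright or dim genes as a whole is argued against: the highest median among 10000 random sets of genes matched on mean intensity was 0.136. A single R1 or R2 array is argued against as the whole source, since the lowest median with 1 of the 6 arrays left out was 0.274, without R1 replicate 1. A share of R3 cells among the R2 cells is argued against as the whole source, because on the linear scale R2 stood a median of 78.9% of the way from R1 to R3 for the 14 cell cycle genes called between R3 and R1 (quartiles 66.3% and 97.6%), but 3.4% of the way for 30 DC and plasmacytoid DC genes (quartiles 0.4% and 5.4%). By camera the lists of primary granule genes (adjusted p of 3.29e-06, and 0.193 with an estimated correlation) and of stem and progenitor cell genes (0.00197 and 0.12) also read higher in R2, but each had 1 of 19 genes called, *Myb*, which is on both. Neither maturity nor cycling was tested, and both stay open.

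By camera the list of interferon-stimulated genes was lower in R2 than in R1 (adjusted p = 1.91e-13), a call lost with an estimated correlation (0.0572). Fry gave the list an adjusted p of 0.00363. Its median log2 fold change was -0.37. Of 37 measured, 2 were called, *Ifit1* and *Isg20*, both lower in R2 (10 lower and 0 higher when adjusted over the list alone). Both calls were lost with the label date as a block (0.0629 and 0.0594) and without any 1 date. A single date is argued against, since the medians were -0.42, -0.39, and -0.256 on the 3 dates. A share of R3 cells is argued against as the whole source: R2 stood a median of 46.3% of the way from R1 to R3 for 26 of these genes (quartiles 31.7% and 57.1%), far above the share for the DC genes. For 49 monocyte and macrophage genes R2 stood 25.8% of the way (quartiles 16.6% and 43.7%). Whether the cells differ in interferon exposure or in maturation was not tested.

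Among probe sets with no gene name, more read higher than lower in R2 against R1 at the methods' unadjusted threshold. This is also outside what the paper discusses. At the methods' threshold (at least 2-fold, unadjusted p under 0.05), 268 of the 287 probe sets higher in R2 have no gene name in the platform annotation (93.4%, against 33.9% of all probe sets), and 12 of the 23 lower in R2 have none. Over all 11799 probe sets with no name, limma called 0, with 1220 at an unadjusted p under 0.05 in both directions. The methods' test after adjustment gave 0 probe sets at this fold change in either direction, named or not. The median of all probe sets with no name was -0.01 on the date of replicate 1 and 0.08 and 0.06 on the others. The 287 probe sets became 487 without R1 replicate 1, 135 without the arrays of replicate 2, and 113 with the filter on dim probe sets. A shift of all dim probe sets is argued against: named probe sets matched on mean intensity had a median of -0.019, and at most 13 of them passed the threshold in 100 matched sets. Differences between whole arrays left by the authors' normalization are argued against as the whole source, since 234 probe sets with no name passed after quantile normalization. The arrays do differ on these probe sets: their median log2 intensity was 5.23 and 5.29 in R1 replicates 2 and 3 and 5.33 in R3 replicate 3, against 5.54 in R1 replicate 1, 5.54 and 5.61 in R3 replicates 1 and 2, and 5.545 to 5.606 in the R2 arrays, so a technical difference that touches these probe sets alone stays open. The real grouping is 1 of 10 splits of the 6 arrays, too few for a share under 0.05, and the highest other split gave 200 probe sets on 1 side. The median SD within populations was 0.271 for probe sets with no name, 0.131 for named ones, and 0.581 for the 268, and no biological explanation was tested.

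Primary granule genes were lower in R3 than in R2, 13 of 19 measured, in data the paper does not discuss beyond *Ctsg*. The group's adjusted p was 1.58e-15 from camera, a call lost with an estimated correlation (0.073).

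The real groupings called 1903 genes between R3 and R2, 2693 between R3 and R1, and 78 between R2 and R1. Each is 1 of 10 splits of its 6 arrays, too few for a share under 0.05, and the highest of the other splits gave 0 in each comparison.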

How the results depend on the processing

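The alternatives below were set before the recomputed results were seen, and none reversed the direction of a called gene or list. Lists called neither way changed direction in some settings, such as T cell genes after quantile normalization and with fry. The methods' test and the paper's threshold change the test, the adjustment, and the arrays together, so their moves are not put down to 1 choice. The cause of each change was not tested. For genes the text names, 4724 values stayed on their side of the threshold, 318 lost the call, and 52 gained it. For gene lists these numbers were 1688, 60, and 52, and of counts and distances 186 stayed within the limits and 88 moved. The comparison of R2 with R1 was the least stable: 78 genes were called, and the count ran from 0 to 1488 over the alternatives.

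Values that moved by more than 1.5 times or crossed the threshold, counts for genes and adjusted p for lists, are these. With the date as a block: genes called R2/R1 23, percent of genes higher in R2 than in R3 not called R2/R1 100, type 2 and monocyte-derived DC list R2/R1 0.0325. With the methods' test at an unadjusted p under 0.05: genes called R3/R2 3460, genes called R2/R1 1488, genes called and 2-fold R2/R1 19, overlap of genes higher in R3 than in R2 and in R2 than in R1 4, percent of genes higher in R2 than in R3 not called R2/R1 67.2, probe sets with no name called R2/R1 883. With that test after Benjamini-Hochberg adjustment: genes called R3/R2 893, genes called R3/R1 658, genes called and 2-fold R3/R1 397, genes called R2/R1 1, genes called and 2-fold R2/R1 0, overlap of genes higher in R3 than in R2 and in R1 126, overlap of genes higher in R3 than in R2 and in R2 than in R1 0, overlap of genes lower in R3 than in R2 and in R1 184, percent of genes higher in R2 than in R3 not called R2/R1 100, interferon signaling list R3/R1 0.0411, ribosomal list R2/R1 0.0229, RIG-I-like receptor list R2/R1 0.0544. With only the 6 arrays compared: genes called R2/R1 1, genes called and 2-fold R2/R1 1, overlap of genes higher in R3 than in R2 and in R2 than in R1 0, percent of genes higher in R2 than in R3 not called R2/R1 99.7. After quantile normalization: neutrophil list R3/R2 0.0201, RIG-I-like receptor list R2/R1 0.306. With each array centered on its median: genes called R2/R1 20, percent of genes higher in R2 than in R3 not called R2/R1 99.3, neutrophil list R3/R2 0.00851, type 2 and monocyte-derived DC list R2/R1 0.0271, RIG-I-like receptor list R2/R1 0.128. With the filter on dim probe sets: overlap of genes higher in R3 than in R2 and in R2 than in R1 2, type 2 and monocyte-derived DC list R3/R2 0.011, neutrophil list R3/R2 0.00206, progenitor list R3/R1 0.128, neutrophil list R3/R1 0.00412, natural killer list R2/R1 0.0227, plasmacytoid DC list R2/R1 0.112, resident macrophage list R2/R1 0.0398, RIG-I-like receptor list R2/R1 0.0573, probe sets with no name called R2/R1 8. With all probe sets: genes called R2/R1 0, genes called and 2-fold R2/R1 0, overlap of genes higher in R3 than in R2 and in R2 than in R1 0, percent of genes higher in R2 than in R3 not called R2/R1 100, type 2 and monocyte-derived DC list R3/R2 0.0489, interferon signaling list R3/R1 0.0188, plasmacytoid DC list R2/R1 0.161, transcription factor list R2/R1 0.0444. With the mean of a gene's probe sets: ribosomal list R2/R1 0.0308, RIG-I-like receptor list R2/R1 0.0577. With a trended and robust prior: ribosomal list R2/R1 0.0391, probe sets with no name called R2/R1 3. With array weights: genes called R2/R1 343, genes called and 2-fold R2/R1 16, percent of genes higher in R2 than in R3 not called R2/R1 92, interferon signaling list R3/R1 0.0412, plasmacytoid DC list R2/R1 0.0647, transcription factor list R2/R1 0.0469, probe sets with no name called R2/R1 19. With no minimum fold change: overlap of genes higher in R3 than in R2 and in R1 770, overlap of genes higher in R3 than in R2 and in R2 than in R1 10, overlap of genes lower in R3 than in R2 and in R1 826. At the paper's threshold: overlap of genes higher in R3 than in R2 and in R2 than in R1 4. With the methods' test at p under 0.05 and a 2-fold minimum: probe sets with no name called R2/R1 280. Over the 1000 most variable genes: ratio of the R1 to R2 distance to the R2 to R3 distance 0.285. With an estimated correlation: B cell list R3/R2 0.16, interferon-stimulated list R3/R2 0.0983, MHCII list R3/R2 0.144, primary granule list R3/R2 0.073, RIG-I-like receptor list R3/R2 0.144, TLR list R3/R2 0.149, transcription factor list R3/R2 0.0983, B cell list R3/R1 0.12, type 2 and monocyte-derived DC list R3/R1 0.156, cell cycle list R3/R1 0.258, progenitor list R3/R1 0.156, interferon-stimulated list R3/R1 0.0555, MHCII list R3/R1 0.151, primary granule list R3/R1 0.147, RIG-I-like receptor list R3/R1 0.12, TLR list R3/R1 0.073, transcription factor list R3/R1 0.237, cell cycle list R2/R1 0.12, DC list R2/R1 0.167, progenitor list R2/R1 0.12, interferon signaling list R2/R1 0.147, immediate early list R2/R1 0.073, interferon-stimulated list R2/R1 0.0572, macrophage list R2/R1 0.0983, monocyte list R2/R1 0.152, plasmacytoid DC list R2/R1 0.355, primary granule list R2/R1 0.193, RIG-I-like receptor list R2/R1 0.258, TLR list R2/R1 0.0983. With fry: type 2 and monocyte-derived DC list R3/R2 0.0158, erythroid list R3/R2 0.0166, neutrophil list R3/R2 0.0455, erythroid list R3/R1 0.00293, interferon signaling list R3/R1 0.0246, immediate early list R3/R1 0.00591, neutrophil list R3/R1 0.0236, natural killer list R3/R1 0.0495, resident macrophage list R3/R1 0.0165, DC list R2/R1 0.0533, plasmacytoid DC list R2/R1 0.346, primary granule list R2/R1 0.0913, RIG-I-like receptor list R2/R1 0.0533. With means of linear values: median log2 difference from Table S1 0.019.

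Leaving out 1 array or 1 date at a time, the lowest and highest values were: genes called R3/R2 757 (without replicate 2) to 2183 (without R1 replicate 1); genes called R3/R1 1117 (without replicate 2) to 2843 (without R1 replicate 1); genes called R2/R1 0 (without R2 replicate 1) to 124 (without R1 replicate 3); genes called and 2-fold R2/R1 0 (without R2 replicate 1) to 15 (without R1 replicate 3); overlap of genes higher in R3 than in R2 and in R2 than in R1 0 (without R2 replicate 1) to 2 (without R1 replicate 3); percent of genes higher in R2 than in R3 not called R2/R1 96.6 (without R3 replicate 2) to 100 (without R2 replicate 1); B cell list R3/R2 0.00805 (without R2 replicate 3) to 0.0827 (without replicate 2); type 2 and monocyte-derived DC list R3/R2 0.0226 (without R3 replicate 3) to 0.275 (without replicate 1); neutrophil list R3/R2 0.00255 (without R3 replicate 1) to 0.709 (without replicate 2); type 2 and monocyte-derived DC list R3/R1 0.00353 (without R3 replicate 3) to 0.0764 (without R1 replicate 3); interferon signaling list R3/R1 0.0222 (without replicate 1) to 0.277 (without replicate 2); neutrophil list R3/R1 0.0186 (without R3 replicate 1) to 0.905 (without R3 replicate 2); transcription factor list R3/R1 0.000811 (without replicate 2) to 0.11 (without replicate 1); B cell list R2/R1 0.0446 (without R2 replicate 2) to 0.263 (without R2 replicate 3); basophil and mast cell list R2/R1 0.0383 (without R1 replicate 1) to 0.985 (without R1 replicate 2); type 2 and monocyte-derived DC list R2/R1 0.0313 (without R1 replicate 1) to 0.351 (without R1 replicate 3); DC list R2/R1 0.00014 (without R1 replicate 2) to 0.103 (without R1 replicate 3); erythroid list R2/R1 0.046 (without replicate 1) to 0.777 (without replicate 2); MHCII list R2/R1 0.0379 (without R1 replicate 2) to 0.936 (without R2 replicate 2); plasmacytoid DC list R2/R1 0.0198 (without replicate 2) to 0.166 (without R1 replicate 3); primary granule list R2/R1 3.44e-09 (without R1 replicate 3) to 0.051 (without replicate 1); ribosomal list R2/R1 0.0123 (without replicate 3) to 0.999 (without replicate 1); RIG-I-like receptor list R2/R1 0.003 (without replicate 1) to 0.325 (without R1 replicate 2); transcription factor list R2/R1 0.043 (without R1 replicate 1) to 0.57 (without R1 replicate 2); probe sets with no name called R2/R1 0 (without R2 replicate 1) to 3 (without R1 replicate 1); ratio of the R1 to R2 distance to the R2 to R3 distance 0.44 (without R3 replicate 3) to 0.513 (without replicate 1). Each population kept at least 2 arrays. No other call on a count, distance, or list changed.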

Differences from the paper's values

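The counts at the paper's threshold were recomputed over all probe sets, named or not. For genes higher in R2 than in R3, the paper's number is about 850 in Figure 1F, read by eye, and the recomputed number is 488. The sheet of the paper's Table S1 for this direction also holds 488 probe sets. The other side holds 366 probe sets and the 2 sides together 854, which is near the printed number. The legend gives the numbers as those of each comparison and does not say whether this one counts 1 side or both. Every alternative set before the data were examined also differs from the figure, at 208 to 525, where the alternatives that use limma count genes or probe sets past its adjusted p and 2-fold in place of the paper's threshold.

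In the plot of R1 against R3, Figure 1F prints about 530 on the R3 side and about 510 on the R1 side, read by eye. The recomputed numbers are 508 higher in R3 and 528 higher in R1, so the printed numbers lie closer to the opposite sides, though neither differs by more than 1.5 times.

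The paper gives *Ctsg* and *Flt3* as genes higher in R3 than in R2 that are also higher in R2 than in R1. *Flt3* was higher in R3 than in R2 by 3.13 on the log2 scale, and its difference of 0.68 between R2 and R1 was not called under any alternative run. *Ctsg* was lower in R3 than in R2, at -4.45, and its difference of 0.75 between R2 and R1 passed the methods' test at an unadjusted p of 0.0366 and no adjusted test.

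The paper's text reports MHCII expression in R2 and R3, by flow cytometry and by microarray. It does not compare R2 with R1 on the arrays there. Against R1, 8 of 13 MHCII genes were higher in R3, and 0 were called higher in R2 by limma, with 1 at an unadjusted p under 0.05. The list as a whole was called higher in R2 than in R1 in the setting without R1 replicate 2, at 0.0379 after adjustment. *H2-Oa* passed the methods' test at an unadjusted p of 0.0478. The paper defines R1, R2, and R3 of the BM within an MHCII− gate. It finds MHCII-related genes mostly in some of its single-cell clusters. The arrays average over all sorted R2 cells, so they cannot decide whether a part of R2 expresses these genes.

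The paper gives genes of TLR signaling, RIG-like helicases, NOD-like receptors, and IFN-γ signaling as raised in R1. Against R3, 16 of 36 TLR genes, 7 of 16 helicase genes, 18 of 23 NOD-like receptor genes, and 26 of 37 interferon-stimulated genes were higher in R1. Of 16 interferon signaling genes, 3 were higher and 1 lower in R1 than in R3 (group 0.0596 after adjustment from camera, 0.412 with an estimated correlation), and 0 were called against R2. For the other 4 lists the calls against R2 were 0, 1, 1, and 2 genes higher in R1, with 12, 2, 4, and 18 at an unadjusted p under 0.05 and 10, 3, 3, and 16 by the methods' test before adjustment. By camera the TLR, helicase, interferon signaling, and interferon-stimulated lists were higher in R1 than in R2, calls that were lost with an estimated correlation (0.0983, 0.258, 0.147, and 0.0572 after adjustment) and, for the helicase list, also after quantile normalization (0.306), with each array centered on its median (0.128), and without R1 replicate 2 or 3, R2 replicate 3, or the arrays of replicate 2 or 3 (0.105 to 0.325). The NOD-like receptor list was not called (adjusted p = 0.251). Fry, which does not compare a list with the other genes, gave the TLR list an adjusted p of 0.0145 and the helicase list 0.0533. It gave 0.0145 for interferon signaling, 0.00363 for interferon-stimulated, and 0.05 for NOD-like receptor genes. *Tlr7* was called between R2 and R1 in the fit to the 6 arrays of these populations (adjusted p = 0.0254) and *Tlr2* after quantile normalization (0.0398), with the filter on dim probe sets (0.044), and with array weights (0.0107).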

Other observations

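No test in this part was chosen after its result was seen, and the values are reported without an explanation.

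Primary granule genes were lower in R3 than in R2 and R1. Of 19 measured, 13 were lower and 0 higher than in R2 (13 and 1 when adjusted over the list alone), and 12 were lower and 1 higher, *Myb*, than in R1 (13 and 2 when adjusted over the list alone). *Mpo*, myeloperoxidase, had a log2 intensity of 12.33 ± 0.33 (SD, n = 3 arrays) in R2, 11.61 ± 0.30 in R1, and 8.01 ± 0.31 in R3, and *Elane*, neutrophil elastase, was at 11.37 ± 0.18, 10.68 ± 0.30, and 7.21 ± 0.27. The group's adjusted p was 1.58e-15 against R2 and 2e-08 against R1, and 0.073 and 0.147 with an estimated correlation. Between R2 and R1 1 gene was called, *Myb*, higher in R2 (4 when adjusted over the list alone), and the group's adjusted p was 3.29e-06, 0.193 with an estimated correlation, and 0.051 without the arrays of replicate 1. The call of *Myb* was lost without any 1 array (0.0574 to 0.168), without any 1 date (0.196 to 0.528), and with the date as a block (0.0677).

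Of 33 cell cycle genes, 14 were higher and 0 lower in R3 than in R1 (19 and 0 when adjusted over the list alone), with an adjusted p of 5.42e-11 for the group, and 0.258 with an estimated correlation. Against R2, 2 were higher and 1 lower (0 and 0 when adjusted over the list alone, group adjusted p = 0.573). The 2 higher were *Cenpf* and *Kif23*, and each call was lost without 7 of the 9 single arrays (0.0532 to 0.148) and without any 1 date (0.0935 to 0.315). *Ccnd1*, cyclin D1, was 3.60 higher on the log2 scale in R3 than in R2, and *Tfrc*, the transferrin receptor, 2.51 higher. *Klrd1*, a lectin-like receptor also found on natural killer cells, was at 10.14 ± 0.29 in R3, 6.11 ± 0.56 in R2, and 4.83 ± 0.29 in R1.

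Of 23 transcription factors of monocytes and DCs, 11 were higher and 3 lower in R3 than in R2 (group adjusted p = 2.21e-05, and 0.0983 with an estimated correlation) and 10 higher and 5 lower than in R1 (0.0105, 0.237 with an estimated correlation, 0.0511 without R1 replicate 1, and 0.11 without the arrays of replicate 1). Between R2 and R1, limma called 0, with 4 higher and 7 lower at an unadjusted p under 0.05 and 2 and 5 by the methods' test (group adjusted p = 0.126, and 0.043 without R1 replicate 1). *Zbtb46* was at 6.84 ± 0.52 in R3, 5.90 ± 0.10 in R2, and 5.86 ± 0.13 in R1. Its adjusted p was 0.025 for R3 over R2 and 0.0154 over R1, calls lost in the fit to the 6 arrays compared (0.0747 and 0.0668) and without the arrays of replicate 1 (0.286 and 0.207) or 3 (0.185 and 0.114). Single arrays also ended them: without R2 replicate 1, 2, or 3 or R3 replicate 1 or 3 the first was at 0.0651 to 0.0945, and without R3 replicate 1 or R1 replicate 2 the second was at 0.0611 and 0.0582. *Spi1*, which encodes PU.1, was at 11.74 ± 0.10, 11.61 ± 0.04, and 11.64 ± 0.18 in R3, R2, and R1, and *Ccr2* at 12.04 ± 0.06, 12.13 ± 0.07, and 12.21 ± 0.02, with no call for either. These are RNA levels. The paper's PU.1 difference is one of protein by intracellular flow cytometry, which the arrays do not test. *Nos2* was at 5.48, 5.49, and 5.52.

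For the lists not reported above, group adjusted p values from camera are given for R3 against R2, R3 against R1, and R2 against R1. They were 0.666, 0.137, and 0.00132 for 18 immediate early genes, the last at 0.073 with an estimated correlation and with *Klf2* lower in R2, a call lost with the date as a block (0.0641), without any 1 date (0.222 to 0.577), and without R1 replicate 2 or 3, R3 replicate 1 or 3, or any 1 of the R2 arrays (0.0569 to 0.194); 0.297, 0.00988, and 0.00197 for 19 stem and progenitor cell genes, the last 2 at 0.156 and 0.12 with an estimated correlation; and 0.0169, 0.00325, and 0.0861 for 18 B cell genes, the first 2 at 0.16 and 0.12 with an estimated correlation, with *Cd22*, *Blnk*, and *Ly6d* higher in R3 in both and the first at 0.0827 without the arrays of replicate 2. Both calls of *Blnk* were lost with the methods' test after adjustment (0.0548 against R2 and 0.0506 against R1). For 21 neutrophil genes the group values were 0.0639, 0.165, and 0.613, for 17 natural killer cell genes 0.28, 0.329, and 0.473, and for 14 erythroid genes 0.289, 0.19, and 0.218, with *Tfrc* called in each, between R2 and R1 not with the date as a block (0.0601), without any 1 date (0.109 to 0.515), or without R1 replicate 2, R3 replicate 1, or any 1 of the R2 arrays (0.056 to 0.123). For 15 basophil and mast cell genes they were 0.172, 0.518, and 0.297, for 19 resident macrophage genes 0.804, 0.572, and 0.189, for 16 T cell genes 0.902, 0.902, and 0.741, and for 27 ribosomal protein genes 0.842, 0.253, and 0.125. Plasmacytoid DC genes had 0.0435 between R2 and R1 (0.355 with an estimated correlation, and 0.0523 to 0.166 without R1 replicate 1 or 3, R2 replicate 1 or 2, or the arrays of replicate 1 or 3) and monocyte genes 7.67e-07 (0.152), lower in R2. Type 1 DC genes had 0.384 in that comparison. Against R2, R3 had 0.000887 for TLR genes, 0.00212 for RIG-I-like receptor genes, 0.75 for interferon signaling genes, and 3.89e-09 for interferon-stimulated genes, and 0.149, 0.144, 0.888, and 0.0983 with an estimated correlation.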
